# SR proteins are NXF1 adaptors that link alternative RNA processing to mRNA export

**DOI:** 10.1101/gad.276477.115

**Published:** 2016-03-01

**Authors:** Michaela Müller-McNicoll, Valentina Botti, Antonio M. de Jesus Domingues, Holger Brandl, Oliver D. Schwich, Michaela C. Steiner, Tomaz Curk, Ina Poser, Kathi Zarnack, Karla M. Neugebauer

**Keywords:** iCLIP, mRNA export, alternative 3′ end processing, SR protein, NXF1, SRSF3, SRSF7

## Abstract

Nuclear export factor 1 (NXF1) exports mRNA to the cytoplasm after recruitment to mRNA by specific adaptor proteins. How and why cells use numerous different export adaptors is poorly understood. Here we critically evaluate members of the SR protein family (SRSF1–7) for their potential to act as NXF1 adaptors that couple pre-mRNA processing to mRNA export. Consistent with this proposal, >1000 endogenous mRNAs required individual SR proteins for nuclear export in vivo. To address the mechanism, transcriptome-wide RNA-binding profiles of NXF1 and SRSF1–7 were determined in parallel by individual-nucleotide-resolution UV cross-linking and immunoprecipitation (iCLIP). Quantitative comparisons of RNA-binding sites showed that NXF1 and SR proteins bind mRNA targets at adjacent sites, indicative of cobinding. SRSF3 emerged as the most potent NXF1 adaptor, conferring sequence specificity to RNA binding by NXF1 in last exons. Interestingly, SRSF3 and SRSF7 were shown to bind different sites in last exons and regulate 3′ untranslated region length in an opposing manner. Both SRSF3 and SRSF7 promoted NXF1 recruitment to mRNA. Thus, SRSF3 and SRSF7 couple alternative splicing and polyadenylation to NXF1-mediated mRNA export, thereby controlling the cytoplasmic abundance of transcripts with alternative 3′ ends.

## Abstract (precis)

In this study, Müller-McNicoll et al. investigate how export machinery assembles on mRNA and how it senses mRNA maturity before exporting mRNAs from the nucleus. They show that SR proteins act as NXF1 adaptors by connecting alternative splicing and 3′ end formation to mRNA export in vivo and propose that SR proteins and NXF1 form a ternary complex on mRNAs, particularly in last exons, and shuttle together to the cytoplasm.

Export of mRNA from the nucleus to the cytoplasm is a highly regulated step in gene expression. Export is mediated by nuclear export factor 1 (NXF1), which contains two distinct RNA-binding domains (RBDs) that are both essential for mRNA export (Braun et al. 2001; Hautbergue et al. 2008). The pseudo-RNA recognition motif (ψRRM) and the adjacent leucine-rich region constitute one RBD, which binds exclusively to constitutive transport elements (CTEs) of retroviruses with high affinity and sequence specificity (Teplova et al. 2011). In contrast, the second RBD of NXF1 at the N terminus is an arginine-rich region that binds RNA without sequence specificity. Therefore, NXF1 relies on different adaptor proteins to regulate export of mature cellular mRNAs (Walsh et al. 2010; Viphakone et al. 2012).

The prevailing model for adaptor function holds that free NXF1 forms a closed loop in which the arginine-rich RBD is hidden and RNA binding is inhibited. Coordinated binding of adaptors triggers a conformational switch in NXF1 that opens the loop, exposes the RBD, and enables NXF1 to bind to mRNA (Viphakone et al. 2012). The model is based on studies of previously characterized NXF1 adaptor proteins, including RBM15, UIF, CHTOP, and LUZP4 as well as ALYREF, THOC5, and UAP56 of the transcription export complex (TREX) (Huang et al. 2003; Taniguchi and Ohno 2008; Hautbergue et al. 2009; Katahira et al. 2009; Uranishi et al. 2009; Walsh et al. 2010; Viphakone et al. 2015). Most of these adaptors recruit NXF1 to pre-mRNA 5′ ends via the cap-binding complex (CBC) (Cheng et al. 2006; Nojima et al. 2007), ensuring that exported mRNAs are capped and routing them toward the NXF1 export pathway (Müller-McNicoll and Neugebauer 2013). For example, ALYREF and THOC5 ensure that NXF1 is loaded onto pre-mRNA only when both adaptors are assembled within the TREX complex, which occurs cotranscriptionally (Masuda et al. 2005; Viphakone et al. 2012). Therefore, the TREX family of adaptors couple transcription and mRNA 5′ end capping to export. However, NXF1 can export unspliced pre-mRNA efficiently to the cytoplasm when tethered or directly bound to it (Hargous et al. 2006; Li et al. 2006), raising the important question of how export mechanisms sense mRNA maturity. Perhaps the great diversity among NXF1 adaptors provides the cell with the potential to couple mRNA export to additional steps in mRNA processing, such as splicing and 3′ end formation.

SR proteins are essential RNA-binding proteins (RBPs) with evolutionarily conserved roles as regulators of constitutive and alternative pre-mRNA splicing (Änkö 2014; Howard and Sanford 2015). SR proteins regulate such diverse processes as 3′ end processing (Lou et al. 1998; Bradley et al. 2015), mRNA export (Masuyama et al. 2004; Huang and Steitz 2005), mRNP packaging (Singh et al. 2012), mRNA stability (Lemaire et al. 2002), and translation (Michlewski et al. 2008; Maslon et al. 2014). They are recruited to pre-mRNA during transcription, consistent with cotranscriptional assembly of the spliceosome and splicing (Sapra et al. 2009) and suggesting that SR proteins may couple sequential events and mark mRNAs as they transit from the nucleus to the cytoplasm.

The SR protein family comprises seven canonical members (SRSF1 to SRSF7) that are structurally related but functionally distinct. All family members contain one or two RRMs at their N termini. The number and spacing of the RRMs as well as their combination with additional domains confer substrate specificity, resulting in divergent RNA-binding preferences in vivo (Clery et al. 2008). So far, in vivo binding motifs have been determined for four mammalian SR proteins (Sanford et al. 2008; Änkö et al. 2012; Pandit et al. 2013). At their C termini, SR proteins possess regions of repeated serine–arginine dipeptides (RS domains) that may mediate protein–protein and/or RNA–protein interactions (Shen et al. 2004). Extensive serine phosphorylation within the RS domain is crucial for SR protein recruitment to transcription sites and for spliceosome assembly; RS domain dephosphorylation occurs during splicing and is important for catalysis, release of the splicing machinery, and subsequent mRNP maturation (Huang and Steitz 2005; Shepard and Hertel 2009; Ghosh and Adams 2011).

Several properties of SR proteins suggest that they act as adaptors for NXF1-dependent mRNA export and potentially couple the completion of splicing to mRNA export. SRSF1, SRSF3, and SRSF7 bind directly to NXF1 only in their hypophosphorylated state (Lai and Tarn 2004; Huang and Steitz 2005; Hargous et al. 2006; Tintaru et al. 2007), implying that binding occurs after splicing is completed. Moreover, a cycle of RS domain phosphorylation, dephosphorylation, and rephosphorylation is important for the nucleo–cytoplasmic shuttling of SR proteins (Caceres et al. 1998; Cazalla et al. 2002; Huang and Steitz 2005; Lin et al. 2005). SRSF3 and SRSF7 were shown to be required for the export of reporter transcripts containing an export element from the coding region of the histone *H2A* gene (Huang and Steitz 2001). However, replication-dependent histone mRNAs do not contain introns and are not spliced or polyadenylated. Surprisingly little is known about the nuclear export of spliced mRNAs via SR proteins.

Here we set out to determine whether and how different SR protein family members participate in mRNA export in vivo*.* We employed a series of quantitative in vivo experimental approaches to probe the functions of individual SR protein family members (SRSF1–7) in mRNA export using pluripotent mouse P19 cells. First, depletion of individual SR proteins followed by cellular fractionation and RNA sequencing (RNA-seq) led to the identification of endogenous transcripts dependent on SR proteins for export. We conducted individual-nucleotide-resolution UV cross-linking and immunoprecipitation (iCLIP) experiments to globally identify RNA-binding profiles of each SR protein and NXF1 in vivo, enabling us to determine the proximity of NXF1 and SR protein-binding sites and the contribution of SR proteins to NXF1 RNA-binding specificity. Related to this, we quantified SR protein-mediated NXF1 recruitment to endogenous mRNAs. Additional analyses and validation experiments show that SR proteins promote mRNA export of alternatively processed transcripts by recruiting NXF1 to adjacent regulatory sites, suggesting that they shuttle together with mRNA cargo to the cytoplasm.

## Results

### Identification of endogenous mRNA export targets of SR proteins

As NXF1 adaptors, SR proteins are expected to promote the export of specific mRNAs. Our previous work in P19 cells showed that individual SR proteins interact with distinct sets of mRNAs (Änkö et al. 2010), suggesting that specific mRNAs may be controlled by SR protein family members independently (Björk et al. 2009; Pandit et al. 2013; Bradley et al. 2015). Depletion of export adaptors usually causes only a modest export block due to functional substitution (Hautbergue et al. 2009; Katahira et al. 2009; Uranishi et al. 2009). Nevertheless, specific export targets of THO/TREX components have been identified using knockdown and cell fractionation approaches (Rehwinkel et al. 2004; Katahira et al. 2009; Guria et al. 2011). To test whether decreased cytoplasmic transcript levels are a good proxy for export defects in P19 cells, NXF1 was depleted by RNAi, and changes in mRNA levels in cytoplasmic and nuclear fractions were quantified (Supplemental Fig. S1A,B). Upon NXF1 depletion, thousands of transcripts specifically decreased in the cytoplasm, and the corresponding transcripts increased in the nucleus (Supplemental Fig. S1A). We conclude that depletion of mRNA export factors followed by transcriptome analysis of cytoplasmic and total fractions reveals mRNA export targets in our system.

To determine mRNA targets of SR proteins, individual family members were depleted by RNAi (Supplemental Fig. S1C). 

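Each targeted gene had a lower mean in its own knockdown than in the control, with 2 replicates per group in each fraction. In the whole cell *Srsf1* (ENSMUSG00000018379) stood at 5656 ± 527 (SD) scaled reads after knockdown and at 10790 ± 914 in the control, which leaves 52.4%. The share left in the whole cell was 58.1% for *Srsf2* (ENSMUSG00000034120), 68.1% for *Srsf3* (ENSMUSG00000071172) and 57% for *Srsf4* (ENSMUSG00000028911). It was 48.7% for *Srsf5* (ENSMUSG00000021134), 49.8% for *Srsf6* (ENSMUSG00000016921) and 49.6% for *Srsf7* (ENSMUSG00000024097). In the cytoplasm 49.5% of *Srsf1*, 76.6% of *Srsf2*, 66.2% of *Srsf3*, 37.4% of *Srsf4*, 48.5% of *Srsf5*, 44.1% of *Srsf6* and 45.1% of *Srsf7* remained. The replicates of *Srsf3* lay furthest apart in the whole cell, at 7038 in A and 4435 in B after knockdown against 8703 and 8153 in the control.
Tested with limma over all genes, the fall passed for *Srsf1* in the whole cell alone (log2 fold change -0.93, SE 0.16, adjusted p = 0.0233). With the replicate letter in the model the adjusted p in the whole cell ranged from 4.21e-04 for *Srsf1* to 0.0274 for *Srsf4*, and all 7 genes passed. In the cytoplasm that model passed *Srsf1* (0.00912), *Srsf3* (0.00995), *Srsf4* (0.0013) and *Srsf6* (0.0318), but not *Srsf2* (0.342), *Srsf5* (0.238) or *Srsf7* (0.0517).

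**Figure D1:**
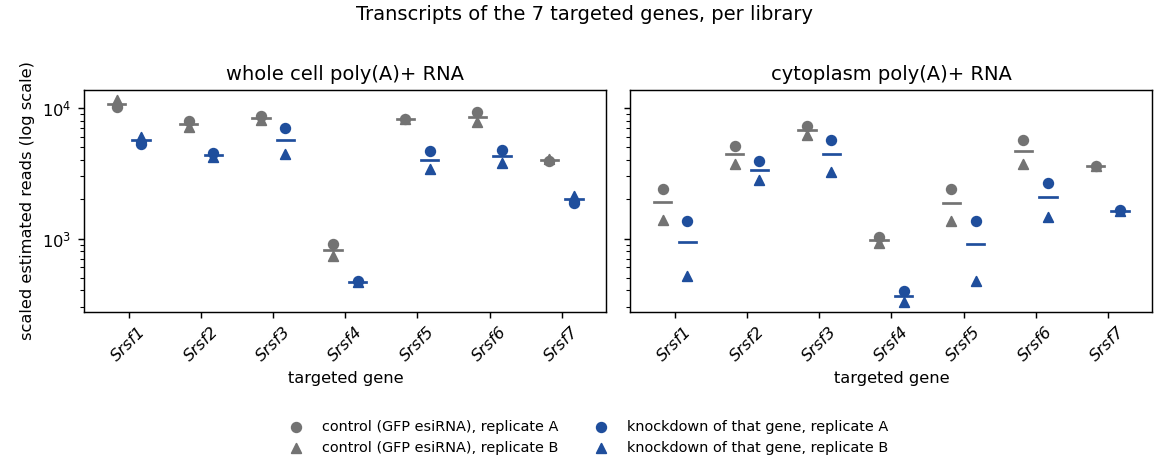
Transcripts of the 7 targeted genes in the whole cell (left) and the cytoplasm (right). The vertical axis gives scaled estimated reads on a log scale. Gray points are the GFP control and blue points the knockdown of that gene, with circles for replicate A, triangles for replicate B and bars for the mean of 2 libraries. *Srsf4* was at 468 ± 1.57 after knockdown and at 822 ± 116 in the control in the whole cell.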

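P19 is a mouse embryonal carcinoma cell line. The knockdowns used esiRNA, a pool of short double-stranded RNAs cut by an enzyme from one longer RNA of the target, for 36 h, and the control esiRNA was directed against GFP. The 8 groups (7 knockdowns and the control) had 2 replicates (A and B) in each of 2 fractions, which makes 32 libraries. In the assay poly(A)+ RNA is copied to cDNA and sequenced, and the reads of a gene measure its share of the RNA in that fraction. The authors mapped reads to the mm10 genome with TopHat2 and ran Cufflinks, and their gene tables of 38201 genes hold estimated reads scaled to a common depth. Converted back, the cytoplasmic libraries summed to between 27713873 and 48585560 reads (median 35902694) and the whole-cell libraries to between 26934539 and 40871532 (median 30636774).
From these tables log2 of the value + 1 was fitted with limma after TMM scaling, with all libraries of a fraction in the same fit. A filter on low values kept 17557 genes in the cytoplasm and 18548 in the whole cell, and genes passed at an adjusted p below 0.05. *Eef1a1*, which encodes a translation elongation factor, was listed at exactly 0 in 14 cytoplasmic libraries, and *mt-Co1* in all 16 whole-cell libraries. Abundant genes with such values were taken as failed estimates and left out of that table's tests. The main model does not use the replicate letter, and a second model with the letter as a block was run beside it.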

RNA-seq libraries were then prepared from whole-cell and cytoplasmic poly(A)^+^ RNA (Fig. 1A; Supplemental Table S1). Transcript levels were highly reproducible between replicates, supporting consistent yield in our fractionations (Supplemental Fig. S1D). 

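Genes agreed closely between replicates in every group. The Pearson correlation of log2 values between A and B had a median of 0.991 over the 8 cytoplasmic groups, from 0.985 in the SRSF3 knockdown to 0.994 in the control. The whole-cell median was 0.996, again lowest after SRSF3 knockdown (0.994). Among genes with a mean of at least 1 CPM the medians were 0.979 in the cytoplasm and 0.990 in the whole cell. The median absolute log2 difference between A and B over all genes ranged from 0.13 to 0.19 in the cytoplasm and from 0.10 to 0.15 in the whole cell.
The letters still separated some genes, and among genes with a mean of at least 500, 11 differed at least 1.5-fold in the same direction in all 16 A and B pairs. *Tagln*, which encodes an actin-binding protein of smooth muscle, was lower in A by a median log2 of -2.33 in the cytoplasm and -2.02 in the whole cell. The keratin genes *Krt8* (-1.71 and -1.61), *Krt18* (-1.69 and -1.71) and *Krt19* (-2.11 and -1.79) were lower in A as well, and so was *Anxa2* (-1.77 and -1.41). Of these 11 genes *Pop1* was the one higher in A (1.22 and 1.07). Across 11797 genes, the cytoplasmic A minus B differences of any 2 groups had a Spearman correlation between 0.449 and 0.827 (median 0.72 over 28 pairs of groups).
Transcripts of other tissues set the cytoplasmic A libraries apart. *Cela2a*, a digestive protease gene of the pancreas, stood at 222 to 324 in the A libraries of 7 groups and at most at 13.2 in the other cytoplasmic libraries. *Scgb2b27*, a secretoglobin gene, stood at 676 to 1147 there. The SRSF2 A library held 0 reads of it.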

Expression changes at the transcript level were quantified using Cuffdiff (Trapnell et al. 2013). 

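From the authors' deposited tables of Cuffdiff results at transcript level, 63359 transcripts were used for SRSF1, SRSF2 and SRSF3 and 63241 for the others. Most of their p-values did not stay below 0.05 after adjustment. Lower in the cytoplasm and not in the whole cell, at an unadjusted p below 0.05, were 150 transcripts of 146 genes after SRSF1 knockdown, 130 of 129 genes after SRSF2 knockdown and 125 of 122 genes after SRSF3 knockdown. The other knockdowns had 150 transcripts of 148 genes (SRSF4), 64 of 62 (SRSF5), 60 of 60 (SRSF6) and 64 of 63 (SRSF7). Adjusted over the genes kept, 2 genes remained for SRSF1, 13 for SRSF2, 2 for SRSF3 and 0 for SRSF4, SRSF5, SRSF6 and SRSF7. These p-values are the authors' own, and the direction was read from their log2 ratio of control to knockdown, which is limited to 5 in size.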

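SRSF3 knockdown changed the most genes, in both directions. *Chrnb2* (ENSMUSG00000027950), which encodes a subunit of a neuronal acetylcholine receptor, rose from 75.1 ± 4.77 to 715 ± 30.8 in the whole cell (log2 3.23, SE 0.17, limma adjusted p = 4.82e-06). *Tmub1* rose by 1.83 (SE 0.19, 0.00116), *Dnajb4* by 1.52 (SE 0.18, 0.00166) and *Cpeb4*, an RNA-binding protein gene, by 1.60 (SE 0.21, 0.00226). *Tor1aip2* (2.09), *Snhg3* (1.84), *Gpatch3* (1.83), *Cfp* (1.76), *Actn2* (1.61) and *Ppp1r10* (1.48) rose too. *Cntfr*, which encodes a cytokine receptor subunit, fell from 978 ± 69 to 391 ± 40.7 (-1.32, SE 0.14, 0.00112), and *Grb10*, a signaling adaptor gene, fell by 1.46 (SE 0.24, 0.0064). The other large falls were in *Pclo* (-1.59), *Gpr124* (-1.57), *Serpinf1* (-1.52), *Mpped2* (-1.48), *Creb3l1* (-1.38), *Slc6a9* (-1.36), *Cacna1c* (-1.33) and *Pcdh11x* (-1.31).
In the cytoplasm *Acvr2b*, an activin receptor gene, rose after SRSF3 knockdown from 169 ± 1.93 to 665 ± 46 (1.97, SE 0.21, 0.00253) and *Otud3* from 510 ± 12.3 to 1560 ± 52.3 (1.61, SE 0.18, 0.00389). *Fbxo36* (2.77, SE 0.46), *Pank3* (2.48, SE 0.48), *Gt(ROSA)26Sor* (2.09), *Uros* (1.94), *Arfgef2* (1.5), *Rab12* (1.31), *Cyb5rl* (1.29) and *Ift20* (1.27) rose as well. *Gtf2i*, a transcription factor gene, fell from 9010 ± 638 to 4408 ± 576 (-1.04, SE 0.13, 0.00656) and *Phc1*, a Polycomb gene, from 37810 ± 344 to 20380 ± 1207 (-0.89, SE 0.12, 0.0137). *Tmem35* (-1.33), *Ubald1* (-1.17), *Ddx27* (-1.03), *Noc2l* (-0.98), *Samd11* (-0.91) and *Dlat* (-0.69) fell with them. These cytoplasmic calls of SRSF3 were all lost when only the libraries of the comparison were fitted.
After SRSF1 knockdown *Riok3* (ENSMUSG00000024404), which encodes a kinase, fell in the whole cell from 2842 ± 330 to 1011 ± 237 (-1.51, SE 0.17, 0.00989). In the cytoplasm it fell from 1676 ± 84.6 to 478 ± 56 (-1.81, SE 0.20, 0.00907). *Mapk8ip3* (ENSMUSG00000024163), a motor adaptor gene, rose in the cytoplasm from 926 ± 32.2 to 2325 ± 237 (1.32, SE 0.15, 0.00907), where *Trmt1l* (-1.57), *Tubgcp4* (-1.37) and *Exosc8* (-0.98) fell. The cytoplasmic calls were all lost when only the libraries of the comparison were fitted and without knockdown A (*Riok3* -1.69, *Mapk8ip3* 1.43), knockdown B (-1.91, 1.24), control A (-1.86, 1.29) or control B (-1.74, 1.38), and at an unadjusted p below 0.05 these fits left 440 to 597 genes higher and 535 to 952 lower. *Fam69a* (1.38, SE 0.20, 0.0137), *Polh* (0.92, SE 0.14, 0.0155), *Trp73os* (1.52), *Tbc1d8* (1.10) and *Bbs10* (0.98) rose in the whole cell, where *Ephx1* (-1.66), *Prkar2b* (-1.64), *Heph* (-1.60) and *Gmfg* (-1.38) fell. *Cmas* (ENSMUSG00000030282), a sialic acid synthesis gene, fell in the whole cell after SRSF7 knockdown from 2874 ± 282 to 1443 ± 133 (-0.99, SE 0.12, 0.0161). This call was lost without any 1 of its libraries (-0.90 without knockdown A, -1.09 without knockdown B, -1.10 without control A and -0.89 without control B), and the whole-cell calls of SRSF1 without knockdown A, control A or control B.
Of all whole-cell genes limma called 1092 genes higher and 1028 lower after SRSF3 knockdown and 46 and 103 after SRSF1 knockdown. For SRSF3 both directions together came to 98 without knockdown A, 3486 without knockdown B, 244 without control A, 639 without control B and 197 with only the libraries of the comparison. For SRSF1 limma called 121 without knockdown B and 0 in the other 4 fits, where 434 to 1263 genes were higher and 706 to 1531 lower at an unadjusted p below 0.05, and over all libraries DESeq2 called 540 and edgeR 130. SRSF2 gave 3 higher (*Naaladl1*, *Trpc5os*, *Gm21769*) and 1 lower (*2810002D19Rik*), and SRSF7 gave 1 higher (ENSMUSG00000073672) and 2 lower (*Cmas*, *Siglece*), names read after the calls were made. In the cytoplasm the calls were 81 higher and 12 lower for SRSF3 and 2 and 6 for SRSF1, and for SRSF3 5 in all without knockdown A, 128 without knockdown B, 5 without control A and 3 without control B. SRSF2, SRSF4, SRSF5, SRSF6 and SRSF7 had 0 there, with 572, 437, 92, 220 and 281 genes higher and 664, 397, 120, 238 and 395 lower at an unadjusted p below 0.05. Chance gives 878 in both directions together. For these 5 edgeR called 0 each, and DESeq2 called 63, 5, 1, 3 and 11. With only the libraries of the comparison no SRSF3 gene was called in the cytoplasm.
With the letter as a block the cytoplasmic calls rose to 1263 higher and 1187 lower for SRSF3, 429 and 610 for SRSF1 and 135 and 189 for SRSF2. The same model called 2994 and 3158 genes for SRSF3 and 854 and 1172 for SRSF1 in the whole cell.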

In line with previous findings (Änkö et al. 2010; Pandit et al. 2013; Bradley et al. 2015), depletion of SR proteins had positive and negative effects on transcript expression that were validated in every case tested (Supplemental Fig. S1E,F).

**Figure 1.**
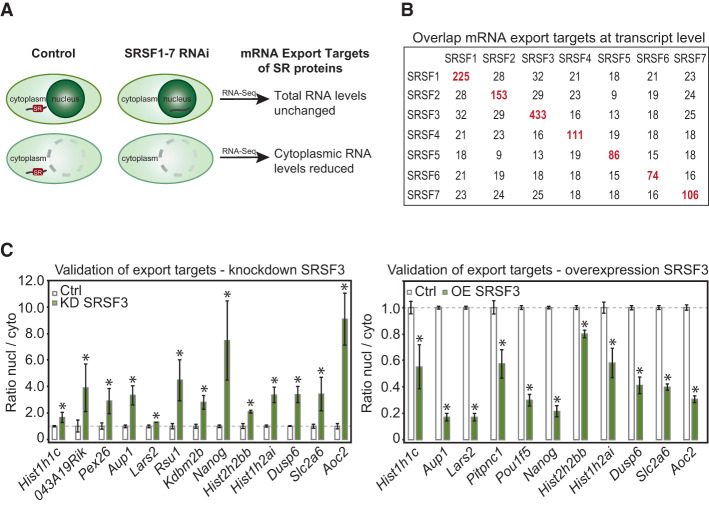
Identification of endogenous mRNA export targets of SR proteins. (*A*) Scheme illustrating the extraction of candidate mRNA export targets from cytoplasmic and whole-cell RNA-seq data after 36 h of SR protein depletion by RNAi. (*B*) Numbers of mRNA export targets for each SR protein and overlaps among them. (*C*) Validation of SRSF3 export targets by RT-qPCR. (*Left* panel) Knockdown (KD) of SRSF3 in P19 wild-type cells leads to an increased nuclear/cytoplasmic ratio of each mRNA. *n* = 5. (*Right* panel) Overexpression (OE) leads to a decreased nuclear/cytoplasmic ratio of each mRNA. *n* = 3. (*) *P* < 0.05.

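Relative to the whole cell, 1 gene changed in the cytoplasm, *Chic1* (ENSMUSG00000031327) after SRSF3 knockdown, a gene of a palmitoylated protein picked because it was the only call. Its cytoplasmic level was 201 ± 20 after knockdown and 112 ± 13.4 in the control, while its whole-cell level was 618 ± 91 and 1008 ± 30.3. The cytoplasmic change minus the whole-cell change was 1.55 in log2 (SE 0.24, limma adjusted p = 0.0378), a relative gain. The call was lost when only the libraries of the comparison were fitted (1.56) and when knockdown A (1.29), knockdown B (1.79), control A (1.65) or control B (1.49) was left out.
With the letter as a block, *Zwilch*, a kinetochore gene, was relatively lower in the cytoplasm after SRSF1 knockdown (-1.37, SE 0.19, 0.00513), at 605 ± 115 against 1319 ± 314 in the cytoplasm. *Gm4631* (-1.13) and *Gm16586* (-1.57) were the other 2 genes lower for SRSF1 in that model. After SRSF3 knockdown it called *P2rx5*, an ion channel gene, lower (-2.32, 0.00457) and *Nr2c2*, a nuclear receptor gene, higher (1.75, 0.00155). *Gsk3b* was higher as well (0.89, 0.00781), at 1599 ± 501 against 847 ± 154 in the cytoplasm and 2738 ± 140 against 2730 ± 131 in the whole cell.
The quantity tested was the difference of the 2 fractions' log2 changes over 19229 genes and all 32 libraries. The main model did not pair the whole-cell and cytoplasmic libraries of the same group and letter. Their A minus B differences correlated across genes, from 0.266 (SRSF2) to 0.659 (SRSF4). The tested difference followed the nuclear to cytoplasmic ratio of the genes, with Spearman correlations of -0.32 (SRSF1), -0.33 (SRSF2), 0.49 (SRSF3), -0.71 (SRSF4), -0.46 (SRSF5), 0.76 (SRSF6) and -0.67 (SRSF7) over 11333 genes. The nuclear RNA *Malat1* was higher in cytoplasmic A than in B in every group, from 2.28-fold after SRSF7 to 7.21-fold after SRSF3 knockdown. *Firre* (1.51 to 2.63), *Miat* (1.65 to 5.58) and *Meg3* (1.13 to 1.96) were higher in cytoplasmic A in every group as well. Other nuclear RNAs did not follow everywhere, with *Neat1* below B for SRSF2 (0.863), SRSF6 (0.899) and SRSF7 (0.767). In the whole cell *Neat1* was below B in these groups too (0.422, 0.616 and 0.606). *Tug1* was below B in the cytoplasm for SRSF4 (0.939), SRSF6 (0.913), SRSF7 (0.877) and the control (0.904), and *Rian* and *Mirg* in some groups.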

To identify endogenous export targets, cytoplasmic mRNA abundance was normalized to whole-cell transcript levels to identify changes in export independent of other alterations in gene expression (Fig. 1A). This yielded a total of 1189 candidate mRNA export targets that exhibited a net decrease in cytoplasmic abundance when individual SR proteins were limiting (Fig. 1B). 

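No gene had a lower cytoplasmic level relative to the whole cell at an adjusted p below 0.05 in the limma model, and the summed count over the 7 knockdowns was 0. At an unadjusted p below 0.05 the lower genes numbered 203 (SRSF1), 219 (SRSF2), 235 (SRSF3), 130 (SRSF4), 54 (SRSF5), 57 (SRSF6) and 122 (SRSF7), and chance gives 961 in both directions together. edgeR called 0 lower genes in every knockdown. DESeq2 called 4 lower genes for SRSF1 and 4 for SRSF3 and 0 for the others. The blocked limma model called 3 lower genes for SRSF1, 24 for SRSF3 and 0 for the others. Without knockdown B limma called 85 for SRSF2 and 1 for SRSF5, without knockdown A 1 for SRSF3, and without the filter on low values 1 for SRSF2, 27 for SRSF3 and 1 for SRSF7.
Taken instead as genes lower in the cytoplasm and not in the whole cell, the count was 2 for SRSF1 (*Exosc8*, *Ppp4r4*) and 2 for SRSF3 (*Fam43b* and ENSMUSG00000045110), 4 genes in all. *Exosc8*, a gene of the RNA exosome, was at 1389 ± 176 after SRSF1 knockdown and 2735 ± 73.8 in the control in the cytoplasm (SE 0.14, limma adjusted p = 0.0489), and at 1939 ± 139 and 2353 ± 180 in the whole cell. For SRSF1 this count was 0 by limma without any 1 of the 4 libraries and with only the libraries of the comparison, 0 by edgeR and 61 by DESeq2. For SRSF3 it was 1 without knockdown A, 5 without knockdown B, 0 without control A or control B and with only the libraries of the comparison, 2 by edgeR and 49 by DESeq2. With the block this count was 200 for SRSF1, 61 for SRSF2, 242 for SRSF3, 8 for SRSF6 and 2 for SRSF7. By the ratio of the authors' FPKM values alone, between 1963 (SRSF5) and 3012 (SRSF3) of 38201 genes were at least 1.5-fold lower.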

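Both genes lower in the cytoplasm alone after SRSF1 knockdown were protein-coding, as was 1 of the 2 after SRSF3 knockdown. Among the 17031 genes tested in both fractions 84.2% were protein-coding. In the blocked limma model *Gm16586*, an antisense RNA, was the exception among the 3 genes with a lower relative cytoplasmic level for SRSF1. For SRSF3 20 of 24 were protein-coding (83.3%, Fisher exact p = 1), where 80.7% of the 19229 genes tested were.
Lower in the cytoplasm alone with the block, 175 of 200 genes for SRSF1 (87.5%, Fisher exact p = 0.241), 57 of 61 for SRSF2 (93.4%, p = 0.0514) and 209 of 242 for SRSF3 (86.4%, p = 0.376) were protein-coding, and 7 of 8 for SRSF6. At an unadjusted p below 0.05 for the relative level the share was 75.4% for SRSF1, 52.5% for SRSF2 (Fisher exact p = 2.59e-21), 76.2% for SRSF3 and 66.2% for SRSF4. It was 51.9% for SRSF5, 59.6% for SRSF6 and 67.2% for SRSF7. Genes with a higher relative level had low shares too in the knockdowns other than SRSF3. Their share was 67.5% for SRSF1, 59% for SRSF2 (Fisher exact p = 4.80e-06) and 50.9% for SRSF4 (1.79e-12). For SRSF5 it was 51.2% (1.02e-09), for SRSF6 68.8% and for SRSF7 68.7%. In these knockdowns a low share did not set the lower genes apart. For SRSF3 the higher genes stood at 81.8% (Fisher exact p = 0.605) and the lower ones at 76.2% (p = 0.081). The Fisher exact tests are against all genes tested, and lower and higher genes were not tested against each other.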

Each set of export targets was enriched for protein-coding genes (Supplemental Fig. S1G). 

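By limma 0 genes had a lower relative cytoplasmic level at an adjusted p below 0.05 in any knockdown (54 to 235 at an unadjusted p below 0.05, 8 in all by DESeq2 and 0 by edgeR), so sharing between knockdowns was not measured there. At an adjusted p below 0.1 the limma model gave 4 such genes, all after SRSF3 knockdown (*P2rx5*, *Tagln3*, *Gm16853* and *Gm26603*), named after the values were seen. With the letter as a block SRSF3 had the most, including *Setd1a*, a histone methyltransferase gene, at 3429 ± 264 against 4374 ± 320 in the cytoplasm, and *Rnf31*, a ubiquitin ligase gene, at 959 ± 205 against 1444 ± 227. The 27 genes of SRSF1 and SRSF3 in that model shared 0, where independent lists would share 0.00374.
Lower in the cytoplasm alone with the block, 17 of 496 genes (3.43%) appeared in at least 2 knockdowns. SRSF1 and SRSF2 shared 7, where 0.716 would be shared by independent lists, SRSF1 and SRSF3 shared 4 (2.84), SRSF2 and SRSF3 shared 3 (0.867) and SRSF3 and SRSF6 shared 3 (0.114). All knockdowns use the same control libraries. The expected numbers leave this out. The cytoplasmic changes of SRSF1 and SRSF2 had a correlation of 0.424 (simulated 0.499) and a covariance of 0.0882 (simulated 0.0458), and those of SRSF3 and SRSF7 a correlation of 0.207 (simulated 0.501) and a covariance of 0.0434 (simulated 0.046).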

SRSF3 had the highest number of candidate mRNA export targets (433), and very little overlap was seen among targets of individual SR proteins (Fig. 1B). To validate our experimental system and data analysis, cell fractionation and RT-qPCR of SRSF3 export candidates were conducted after knockdown or overexpression of SRSF3 (Fig. 1C; Supplemental Fig. S1H). Notably, SRSF3 knockdown decreased and overexpression increased cytoplasmic levels of all export candidates tested, in agreement with the proposal that SR proteins promote nuclear export. We conclude that >1000 specific mRNAs are export targets of individual SR proteins.

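The paper concludes from these sets and from RT-qPCR of SRSF3 candidates that specific mRNAs are export targets of single SR proteins. It reads the normalization to whole-cell RNA as separating export from other changes in expression. Of the genes it names, *Aup1* (ENSMUSG00000068328), a lipid droplet and ubiquitin ligase cofactor gene, stood in the cytoplasm at 3338 ± 840 after SRSF3 knockdown and 6275 ± 526 in the control, and in the whole cell at 2984 ± 661 and 3705 ± 385. *Slc2a6* (ENSMUSG00000036067), a sugar transporter gene, stood in the cytoplasm at 45.6 ± 0.327 and 121 ± 19.9 and in the whole cell at 44.3 ± 3.09 and 75.8 ± 14.9. The relative cytoplasmic log2 change after SRSF3 knockdown was -0.61 (SE 0.34) for *Aup1*, -0.63 (SE 0.49) for *Slc2a6*, -0.26 (SE 0.37) for *Pex26* and -2.37 (SE 1.07) for *Hist2h2bb*, a histone gene at 7.92 scaled reads in the control whole cell. It was -0.82 for *Aoc2*, -0.77 for *Lars2*, -0.12 for *Rsu1*, 0.23 for *Kdm2b*, -0.41 for *Dusp6* and for *Hist1h1c*, and -0.43 for *Hist1h2ai*. *Nanog*, a pluripotency gene, stayed within 0.07 of 0 in all 7 knockdowns, and *Pou5f1* was at -0.09 for SRSF3. None of these genes passed in the limma model (adjusted p of 1.00 for *Aup1*), and with the block the adjusted p was 0.114 for *Aup1* and 0.715 for *Slc2a6*.
The cytoplasmic fall by itself passed with the block for *Aup1* (log2 -0.93, limma adjusted p = 8.25e-04) and *Slc2a6* (-1.38, 0.00354) after SRSF3 knockdown, and not in the main model (0.161 and 0.0595). In a test with known changes put into simulated SRSF3 libraries, the main model found 19% of genes with a 2-fold relative change and 88% of those with a 4-fold change. In such libraries the absence of calls covers large changes only. In the cytoplasm the block raised the SRSF3 calls from 146 to 187 in simulated libraries and from 93 to 2450 in the real ones. The simulated shares may therefore not hold for the real libraries.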

### SR proteins interact with NXF1 and promote its recruitment to mRNA in vivo

Intriguingly, candidate export targets were detected for all SR proteins, prompting us to compare their interactions with NXF1 in vivo. To do so, we generated stable P19 cell lines expressing physiological levels of functional GFP-tagged SR proteins (SRSF1–7) from recombineered bacterial artificial chromosomes (BACs) (Supplemental Fig. S2A–C; Sapra et al. 2009; Änkö et al. 2010, 2012). We performed semiquantitative forward and reverse coimmunoprecipitations (co-IPs) with antibodies specific for GFP and endogenous NXF1 and found that all SR proteins were detected in NXF1-containing mRNPs (Fig. 2A). RNase A digestion abolished SR protein and NXF1 interactions with PABPN1, which binds polyA tails and is not known to interact with SR proteins or NXF1. Similarly, NXF1 interactions with SRSF2 were completely lost upon RNase A digestion, indicating indirect linkage through RNA (Fig. 2A). In contrast, partial RNase A resistance was consistent with protein–protein interactions between NXF1 and all other SR proteins (Fig. 2A; Supplemental Fig. S2D). Quantification of SR protein–NXF1 interactions from six forward and four reverse co-IP experiments revealed that SRSF3 interacts most robustly with NXF1 in the presence or absence of RNase (Supplemental Fig. S2D).

**Figure 2.**
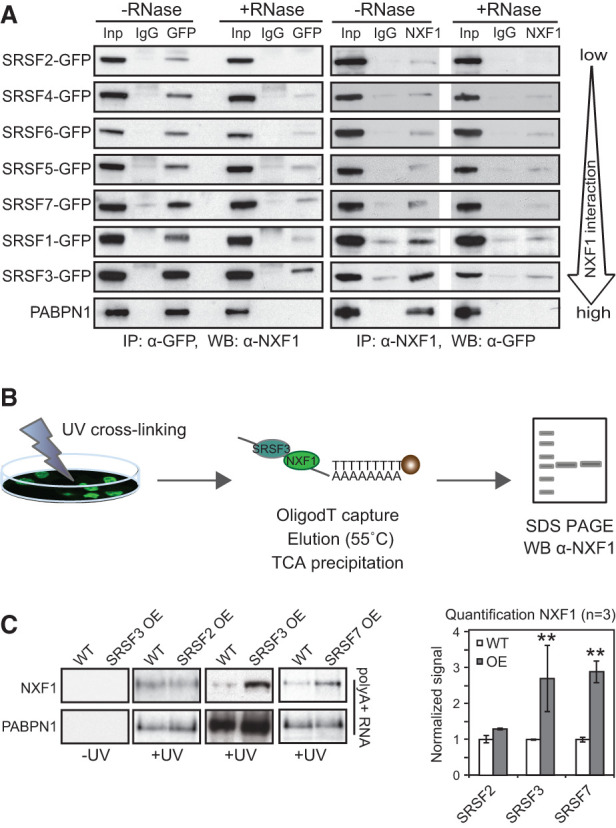
Differential association of SR proteins with NXF1 and promotion of NXF1 binding to mRNA. (*A*) Semiquantitative co-IPs. GFP-tagged SR proteins were pulled down by α-GFP antibodies and probed for interacting NXF1 using α-NXF1 antibodies (forward). Endogenous NXF1 was pulled down using α-NXF1 antibodies and probed for GFP expression (reverse). Lanes marked +RNase show co-IPs carried out after RNase A treatment. PABPN1, which binds polyA tails, served to control successful RNA degradation. (*B*) Scheme of oligodT capture: P19 cells were UV cross-linked, and mRNA was purified using oligodT beads and probed for NXF1 by Western blot (WB). Stringent conditions were used to strip off non-cross-linked proteins (Castello et al. 2012). (*C*, *left* panel) P19 clonal cell lines, selected for high GFP expression by FACS, overexpress SRSF2, SRSF3, or SRSF7 by ∼2.5-fold compared with wild-type (WT) P19 cells (Supplemental Fig. S2F,G). Overexpression (OE) of SRSF2 was quantitated by RT-qPCR because available anti-SRSF2 antibodies were unspecific in our hands. PABPN1 binding served as a loading control. (*Right* panel) Quantification of NXF1 cross-linking to mRNAs upon SRSF2, SRSF3, and SRSF7 overexpression is expressed relative to wild-type. Mean and SD are shown. *n* = 3 independent experiments. (**) *P* < 0.001.

Although SRSF1, SRSF3, and SRSF7 interact directly with NXF1 in vitro (Huang et al. 2003, 2004; Lai and Tarn 2004; Hargous et al. 2006; Tintaru et al. 2007), the observed RNase sensitivity suggests that RNA binding may stabilize the complex formed in vivo. Indeed, prolonged RNase A treatment abolished NXF1 interactions with SR proteins completely (Supplemental Fig. S2E). Time-course experiments with different incubation times of RNase A showed that NXF1–SRSF1 interactions were maintained at time points long after which rRNAs were completely degraded and the nuclear polyA-binding protein PABPN1 was lost from mRNPs (Supplemental Fig. S2F). The loss of NXF1 binding after 40 min of digestion was attributable to RNA degradation because SRSF1 remained associated with the SR protein kinase 1 (SRPK1) at all time points. These data suggest that NXF1 binding to SRSF1 and likely other SR proteins is stabilized by their assembly on mRNA.

If SR proteins act as genuine NXF1 adaptors, their overexpression should promote NXF1 recruitment to mRNA, as do THO/TREX adaptors (Tintaru et al. 2007; Hautbergue et al. 2008; Viphakone et al. 2012)*.* To determine the amount of NXF1 protein associated with polyA^+^ RNA with and without SR protein overexpression, P19 cells were UV cross-linked and subjected to oligodT capture (Fig. 2B). Quantification revealed that twofold to 2.5-fold overexpression of SRSF3-GFP and SRSF7-GFP significantly enhanced cross-linking of NXF1 to mRNA by 2.5-fold to threefold (Fig. 2C; Supplemental Fig. S2G). Overexpression of SRSF2-GFP, which showed no direct interaction with NXF1, did not enhance NXF1 recruitment to mRNA. These data further suggest that SRSF2 does not serve as an NXF1 adaptor in vivo but rather contributes to export indirectly. In contrast, SRSF3 and SRSF7 interact with NXF1 and promote NXF1 binding to mature mRNA in vivo.

### SR proteins and NXF1 cross-link to spliced mRNAs and reside in mature mRNPs

If SR proteins serve as genuine export adaptors for the mRNA export targets identified above (see Fig. 1), we would expect them to bind directly to these specific targets and recruit NXF1 nearby. To test this, we performed iCLIP with GFP-tagged SRSF1–7 or NXF1-GFP in P19 cells (Supplemental Fig. S3A–C). GFP fused to a nuclear localization sequence (GFP-NLS) served as a negative control (Änkö et al. 2012). Using the same anti-GFP antibody and identical conditions permitted direct comparisons between iCLIP data sets. Biological replicates were highly reproducible (Supplemental Table S2), and pooled reads yielded between 1.8 million and 14 million unique cross-link events per data set (Supplemental Table S3). Significant cross-link events (false discovery rate [FDR] < 0.05) were extracted as previously described (Yeo et al. 2009; König et al. 2010; Wang et al. 2010), yielding a total of 125,474–214,306 binding sites per protein. Each protein cross-linked to thousands of exons and bound similar numbers of target mRNAs across the range of mRNA expression levels (Supplemental Fig. S3D–F). Consistent with previous reports (Änkö et al. 2012; Pandit et al. 2013; Bradley et al. 2015), the majority (90%–93%) of targets was intron-containing protein-coding genes with only a small proportion of noncoding or other RNAs (Supplemental Fig. S3D,E).

If SR proteins recruit NXF1 to mature mRNAs after completion of splicing and dephosphorylation in vivo, then SR proteins should stay bound to spliced mRNA and be detectable in mature mRNPs. We found that SR proteins and NXF1 bind similarly to 5′ and 3′ splice sites (Fig. 3A), suggesting that our iCLIP reads could be used to quantify the splicing status of mRNA targets in vivo. To determine the proportion of cross-linking to spliced and unspliced junctions, iCLIP reads that uniquely mapped to 5′ splice sites of protein-coding genes were compiled and counted (Fig. 3B, left panel). Reads continuing from the exon into the intron (exon–intron) were counted as unspliced, while reads spanning across the junction into the downstream exons (exon–exon) were counted as spliced. This analysis revealed that all SR proteins and NXF1 cross-link to a substantial proportion of spliced junctions (Fig. 3B, right panel), indicating that they maintain direct contacts with mRNA after splicing. This is consistent with the presence of SR proteins in mature mRNPs containing PABPN1 (Fig. 3C). We conclude that a large fraction of SR protein-binding events reflect continuing interactions with mature spliced mRNAs, further supporting potential roles as splicing-sensitive nuclear export adaptors.

**Figure 3.**
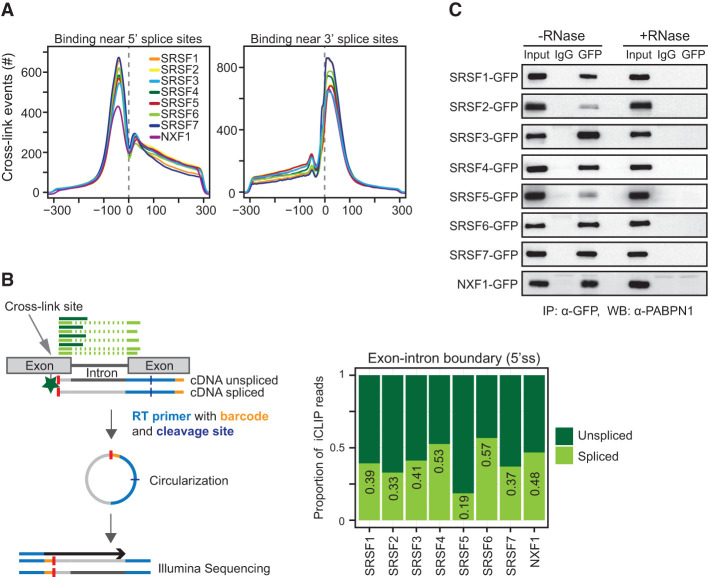
SR proteins and NXF1 bind to mRNA after splicing. (*A*) Number of cross-link events of individual SR proteins mapping to a window of ±300 nucleotides (nt) around the 5′ splice site (*left*) and 3′ splice site (*right*). Each line represents a different SR protein or NXF1. (*B*, *left* panel) Scheme of a two-exon gene with iCLIP reads mapping to the 5′ splice site (5′ss). The cross-link site is indicated with a gray arrow, and the remaining peptide is indicated with a green star. Reads that continue from one exon into the neighboring intron (dark green) were counted as unspliced, and reads that span two neighboring exons (light green) were counted as spliced. (*Right* panel) Plot showing the proportions of spliced and unspliced iCLIP reads mapping near 5′ splice sites. (*C*) Semiquantitative co-IPs using identical conditions with and without RNase A treatment. Pull-downs of mRNPs containing individual GFP-tagged SR proteins were probed for the presence of PABPN1.

### SR proteins and NXF1 cobind within exons

As mRNA export adaptors that recruit NXF1 to mRNA targets, SR proteins and NXF1 are expected to bind mRNA at nearby sites. SR proteins and NXF1 bind predominantly to exon sequences (Fig. 4A). However, NXF1-GFP also binds massively within its own intron 10 (Supplemental Fig. S4A), in which a cytoplasmic transport element (CTE)-like element allows efficient export of this intron-containing *Nxf1* transcript encoding a truncated protein (Li et al. 2006). Indeed, NXF1-GFP also down-regulated expression of endogenous NXF1 protein (Supplemental Fig. S4A), suggesting that NXF1-GFP is functional in our cell line. Whereas SR proteins bound mainly within ORFs, followed by 5′ and 3′ untranslated regions (UTRs), NXF1 bound similarly in 5′ UTRs, ORFs, and 3′ UTRs (Fig. 4A). The high binding density in 3′ UTRs was surprising given that most known export adaptors recruit NXF1 to the 5′ end of pre-mRNAs via the CBC and TREX (Cheng et al. 2006; Nojima et al. 2007; Hautbergue et al. 2009; Katahira et al. 2009). This raised the possibility that SR proteins may recruit NXF1 to the mRNA body and/or 3′ ends.

**Figure 4.**
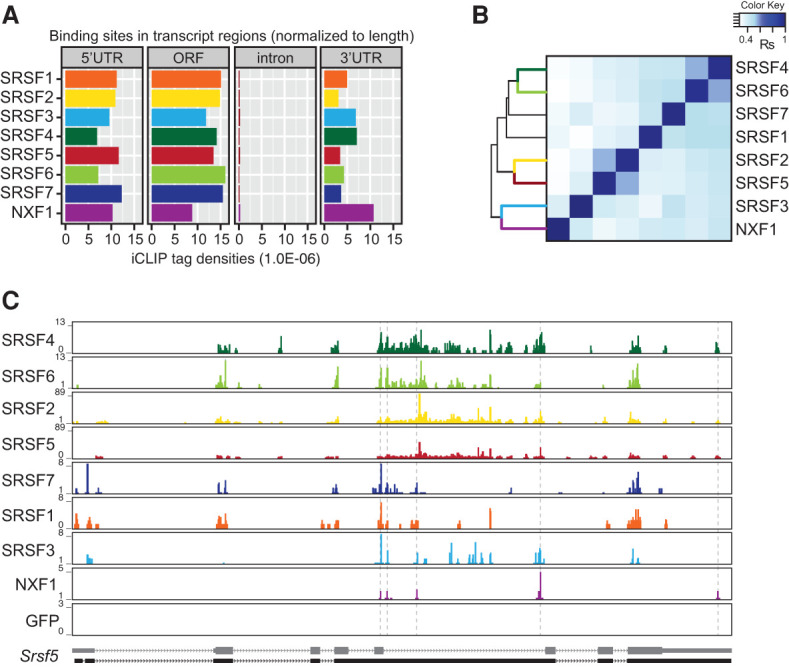
SR proteins and NXF1 cobind within exons. (*A*) Number of significant cross-link events of SR proteins and NXF1 (FDR < 0.05) in different transcript regions normalized to feature length. (*B*) Hierarchical clustering using distance correlation and Spearman rank correlation of exon cobinding between SR proteins and NXF1 using normalized FDR iCLIP tag counts. (*C*) Browser shots showing binding profiles for GFP-tagged SRSF1–7, NXF1, and GFP-NLS on the *Srsf5* gene. SR proteins of the same group share similar binding patterns. *Srsf5* was not detected as export target of any SR protein.

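The relative cytoplasmic level of *Srsf5* passed in no knockdown. Its log2 change, cytoplasm minus whole cell, was -0.48 after SRSF1, 0.21 after SRSF2, 0.20 after SRSF3, -0.17 after SRSF4, -0.11 after SRSF5, 0.54 after SRSF6 and 0.02 after SRSF7 knockdown, each with an SE of 0.80. In the whole cell *Srsf5* was at 8985 ± 460 after SRSF1 and 10400 ± 1002 after SRSF3 knockdown and at 8244 ± 68.9 in the control. In the cytoplasm its replicates lay far apart, at 1540 ± 869, 2910 ± 1822 and 1882 ± 743 in these groups. The limma adjusted p was 1.00 in the SRSF1 and SRSF3 knockdowns, and 0.917 for SRSF3 with the letter as a block.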

We investigated whether SR proteins and NXF1 bind to common exons using a normalized number of significant cross-link sites (Supplemental Table S3; Supplemental Fig. S4B). SR protein family members often bound to exons occupied by other SR proteins (Supplemental Fig. S4C). Therefore, we calculated the percentage of “cobound” exons (i.e., exons bound by two or more SR proteins) compared with all bound exons for each SR protein (Supplemental Fig. S4D). Hierarchical clustering revealed that exon binding is highly correlated for SRSF4 and SRSF6 as well as SRSF2 and SRSF5 (Supplemental Fig. S4E). In addition, these SR protein groups displayed similar in vivo binding motifs, as did SRSF1 and SRSF7 (Supplemental Fig. S4E), suggesting that SR protein pairs may compete or cooperate in binding to the same mRNAs. In contrast, SRSF3 displayed the most unique RNA-binding specificity. Its in vivo binding motifs consist of a core CNUC sequence, confirming previous studies (Änkö et al. 2012), and its exon-binding pattern clustered least well with other SR proteins (Supplemental Fig. S4E). Upon inclusion of NXF1 iCLIP data in the clustering analysis, SRSF3 showed the best correlation with NXF1 (Fig. 4B). All other SR proteins were more distant and grouped according to their RNA-binding preferences. These pairwise binding relationships are illustrated for the *Srsf5* gene, on which the grouped SR proteins as well as SRSF3 and NXF1 display similar binding profiles (Fig. 4C).

### NXF1 and SRSF3 bind adjacent sites at the 3′ end of mRNAs

Integration of the iCLIP data with the identified mRNAs dependent on SR proteins for export (see Fig. 1) revealed that a large proportion of mRNA export targets was directly bound by the corresponding SR protein (Fig. 5A). This is consistent with the hypothesis that mRNA binding by SR proteins promotes NXF1 recruitment, as demonstrated for SRSF3 and SRSF7 (see Fig. 2). Visual inspection of SRSF3 and NXF1 iCLIP tags in SRSF3 mRNA export targets suggested that NXF1 is bound to fewer regions relative to the more widespread distribution of SRSF3 iCLIP tags; interestingly, cobinding in these examples occurred mostly in last exons (Supplemental Fig. S5A). Indeed, global analysis showed that most mRNAs had only one or two NXF1-binding sites, predominantly found in 5′ UTRs/first exons or 3′ UTRs/last exons (Supplemental Fig. S5B).

**Figure 5.**
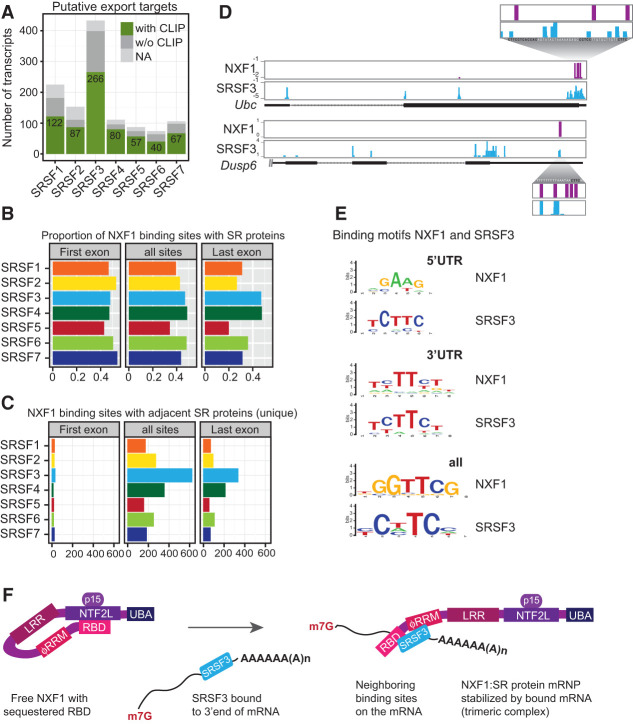
SRSF3 recruits NXF1 to adjacent sites in 3′ UTRs. (*A*) Numbers of export target candidates with (green) or without (dark gray) significant cross-link sites for their cognate SR proteins. (NA) Transcript ID discrepancies in mm9 and mm10 assemblies. (*B*) The occurrence of significant SR protein cross-link sites (*n* > 3) in a small window of 60 nt (±30 nt) around the center of NXF1-binding sites was counted separately in first exons and last exons and over all transcript regions. The ratio of cobinding was calculated with respect to the total number of NXF1-binding sites. (*C*) Number of NXF1-binding sites where only one SR protein cobinds (significant cross-link sites, greater than three). (*D*) Examples of SRSF3 export targets with NXF1- and SRSF3-binding sites in close proximity within last exons, including a blow-up with nucleotide resolution. SRSF3-binding motifs are indicated in black. (*E*) Comparison of in vivo binding motifs (enriched 8-mers) of SRSF3 and NXF1 derived from all transcript regions and separately from 5′ UTRs or 3′ UTRs. (*F*) Working model for NXF1 recruitment and formation of a trimeric complex with bound mRNAs for export based on NXF1 remodeling by TREX (Viphakone et al. 2012). SRSF3 (bound to the 3′ end of mRNAs) binds to NXF1, opens the loop, and unlocks the sequestered RBD, thus enabling NXF1 to bind to adjacent binding sites on the same mRNA. (m7G) Methylguanosine cap; (p15) NXF1 cofactor; (LRR) leucine-rich domain; (NTF2L) nuclear transport factor 2 (NTF2)-like domain; (UBA) ubiquitin-associated domain.

If SR proteins recruit NXF1 to mRNA targets, one might expect SR protein-binding sites and NXF1-binding sites to lie adjacent to one another on target mRNAs. To test this, we analyzed the iCLIP data more stringently, quantifying the cobinding of SR protein within a small window (±30 nucleotides [nt]) around NXF1-binding sites. In first exons and all transcript regions, ∼50% of NXF1-bindings sites were equally cobound by SR proteins (Fig. 5B). This finding is also consistent with our proposal that NXF1–SR protein interactions are stabilized by mRNA binding (see above). In contrast, cobinding among NXF1 and SR proteins differed in last exons, where SRSF4 and SRSF3 bound most often in close proximity to NXF1. In line with this, metagene profiling on last exons showed that SRSF3, SRSF4, and NXF1 had similar cross-linking profiles in last exons, distinct from other SR proteins (Supplemental Fig. S5C).

SRSF3 emerged as the most important single SR protein involved in NXF1 recruitment and mRNA export, following on the observation that it had the most export targets detected upon knockdown (see Fig. 1). Strikingly, SRSF3 was frequently detected within the 60-nt window around NXF1-binding sites in the absence of binding by any other SR protein (Fig. 5C). This was true within both genes and last exons. In contrast, other SR proteins binding within the window often occurred in pairs (Supplemental Fig. S5D). Taken together, this indicates that cobinding between SRSF3 and NXF1 occurs preferentially in last exons.

If NXF1 is directed to mRNA via sequence-specific adaptors, then the adaptor should determine NXF1-binding specificity. For example, Figure 5D shows two examples of SRSF3 export targets with overlapping NXF1-binding sites and SRSF3-binding sites in 3′ UTRs adjacent to bona fide SRSF3-binding motifs. These data suggest that SRSF3 may recruit NXF1 preferentially to last exons or 3′ UTRs, as suggested above, and may also determine the NXF1 binding in this region. To test this globally, in vivo NXF1-binding motifs and SR protein-binding motifs were determined within 5′ UTRs (where TREX is expected to dominate NXF1 recruitment) as well as 3′ UTRs and across all transcript regions (Fig. 5E; Supplemental Fig. S5E). The NXF1-binding motif derived from all regions did not resemble any SR protein motif. Remarkably, the NXF1-binding motif in 3′ UTRs strongly resembled the SRSF3-binding motif (Fig. 5E; Supplemental Fig. S5E), consistent with SRSF3's activity in recruiting NXF1 to adjacent mRNA-binding sites (Fig. 5F).

Our model presupposes that SR proteins recruit NXF1 after splicing, during which SR proteins are dephosphorylated (Huang and Steitz 2005). In agreement with this, SR proteins associated with NXF1 in cells were shown to be hypophosphorylated (Fig. 6A). This is consistent with our demonstration that GFP-tagged SR proteins bind NXF1 (see Fig. 2) and remain bound to spliced transcripts (see Fig. 3). Taken together, our data support a model in which SR proteins are dephosphorylated during splicing, bind NXF1 through protein–protein interactions, induce the RNA-binding-competent conformation of NXF1, and thereby specify NXF1-binding sites adjacent to the SR protein (Fig. 5F).

**Figure 6.**
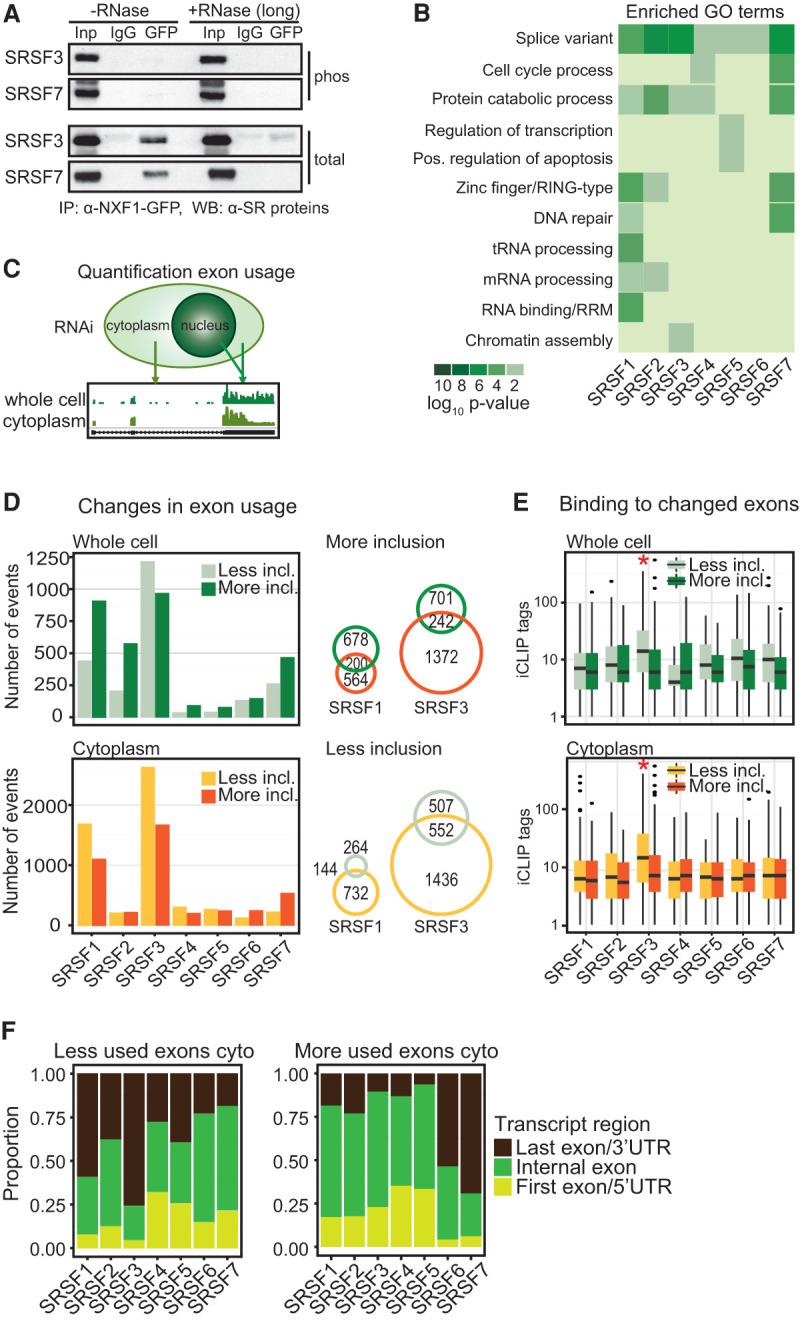
SR proteins link alternative splicing to mRNA export. (*A*) Co-IP of NXF1-GFP with or without RNase A (long) using α-GFP. Phosphorylated SRSF3 and SRSF7 were detected with phosphorylation-dependent mAb104 (top panel) and phosphorylation-independent SR protein-specific (bottom panel) antibodies. (*B*) Gene ontology (GO) term analysis of export targets with significant cross-links of their cognate SR proteins. (*C*) Quantification of exon usage from cytoplasmic and whole-cell RNA-seq after SR protein depletion. (*D*, *left* panel) Changes in exon usage in whole-cell and cytoplasmic RNA samples were calculated using DEX-seq (Anders et al. 2012). *P* < 0.01. Numbers of changed exons after SR protein knockdown were separated in less inclusion and more inclusion. (*Right* panel) Venn diagrams showing coregulated splicing events in total and cytoplasmic samples after SRSF1 and SRSF3 depletion. (*E*) Number of significant cross-link events in changed exons in whole-cell and cytoplasmic RNA. (*F*) Proportion of exons that changed after SR protein knockdowns separated into first exons (light green), internal exons (dark green), and last exons (dark brown).

### SR proteins link alternative splicing to mRNA export

If SR proteins recruit NXF1 after splicing, we would expect mRNA export targets to be functionally distinct or represent different isoforms (Änkö et al. 2010). Indeed, gene ontology (GO) term analysis of the mRNA export targets revealed enrichment of distinct biological processes and the term “splice variant” (Fig. 6B), further suggesting a link between regulated splicing and mRNA export. 

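Exon usage was read from the authors' exon-bin tables, which split the annotated exons of 37223 genes or merged genes into 354841 non-overlapping bins on mm10. Each table holds a knockdown and the control in a fraction, with 2 libraries each, and gives reads scaled to a common depth, a DEXSeq p and its adjusted p. In DEXSeq the reads of a bin are compared with those of the other bins of the gene, so that a change in the level of the whole gene leaves usage unchanged. In reads, the libraries summed to between 38874542 and 72741730 (median 47489893). By position in the gene 70.1% of bins were internal, 13% first, 12.8% last and 4.0% the only exon.
From the scaled reads log2 of the value + 1 was tested with limma's diffSplice, with a weight per value from the trend of variance on level and a minimum mean of 5, at an adjusted p below 0.1. *Hipk1*, whose last bin holds 1071 scaled reads in the control, is measured far better by this than *Calca*, whose bin holds 25.6. In a test with 200 bins changed on purpose in 141598, this found 80% of 4-fold and 5% of 2-fold changes with 0 false calls, while the same model without weights found 50% and 0% and 53.7% of its calls were false. There edgeR's diffSpliceDGE found 65% of 4-fold and 1% of 2-fold changes with 0 false calls. A minimum mean of 20, the replicate letter as a block and the authors' p over the same bins were run beside the weighted limma test.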

To test whether SR protein-mediated alternative splicing affects the cytoplasmic abundance of mRNA isoforms, we compared splicing events in whole-cell and cytoplasmic samples and quantified changes in exon usage using DEX-seq (FDR < 0.1) (Fig. 6C,D; Anders et al. 2012). SRSF3 knockdown caused the highest number of splicing changes (Fig. 6D). 

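In the cytoplasm SRSF3 knockdown changed 758 bins of 581 genes, 555 less and 203 more used. The block (1745 less, 1009 more) and the authors' DEXSeq p (1685 and 641) keep this balance, while limma without weights (452 and 656) and edgeR's diffSpliceDGE without (28 and 72) and with the block (556 and 1079) turn it. Without control A the counts were 112 and 35, without control B 102 and 47, and without knockdown B 690 and 463. *Rc3h2*, an RNA-binding ubiquitin ligase gene, lost most in its last exon (chr2:37370073–37373137, mm10, log2 usage -3.88, limma adjusted p = 5.32e-05), at 141 ± 75.1 scaled reads after knockdown and 176 ± 58.9 in the control while the rest of the gene rose. *Zfp865*, a zinc finger gene, gained most, in a last exon bin (chr7:5032763–5033138, 3.37, 3.13e-04) that went from 92.3 ± 21 to 913 ± 91.9. SRSF1 knockdown changed 272 bins of 218 genes, 136 in each direction, and 31 bins without control A, 70 without control B, 81 without knockdown A and 521 without knockdown B. *Pcgf2*, a Polycomb gene, gained in an internal bin (chr11:97690528–97690960, 2.36, 3.37e-11) that went from 36 ± 3.45 to 203 ± 2.6, and *Thada* lost its last exon (chr17:84190056–84192331, -2.31, 3.52e-11), which went from 674 ± 13.8 to 111 ± 64.3.
SRSF7 knockdown changed 29 bins less and 47 more, and SRSF2 4 and 16. For SRSF2 this became 3138 bins without knockdown B (2175 less, 963 more), 1 without control A and 2 without control B. For SRSF7 it became 3 bins without knockdown A, 9 without control A and 30 without control B. *Atp5g3* (3.31), *Tcfl5* (2.54) and *Dohh* (2.53) gained after SRSF2 knockdown. SRSF4 gave 3 bins, of *Bag6* (1.86), *Chpt1* (2.07) and *Mars* (1.16), all more used. SRSF5 gave 5, also all more used, among them *Bag6* (1.63), *Chpt1* (1.77) and *Kat2a* (1.11), and the other 2 were in *Prpf8* and *Atp5a1*. SRSF6 gave 6 more used, among them *Ivns1abp* (1.5), and 4 less used, in *Tmem164* (-1.32), *Tcf25*, *Eps15l1* and *Ints10*. The 4 bins less used after SRSF2 knockdown were in *Tcf25*, *Txn2*, *Cds2* and *Ccdc28a*. Without knockdown B the bins numbered 16 for SRSF4, 5 for SRSF5 and 27 for SRSF6, and without any other of their libraries at most 2. Genes given without a value here were named after the calls were seen.
SRSF3 knockdown in the whole cell changed 361 bins less and 347 more, and SRSF1 170 and 403. SRSF2 changed 37 and 162, SRSF7 49 and 82 and SRSF6 3 and 3. *Rif1* (2.41) after SRSF1 and *Prrc2a* (2.52) after SRSF3 knockdown were among the largest gains. Leaving out control A, control B, knockdown A or knockdown B gave 169, 125, 226 and 1256 bins for SRSF3, 353, 228, 106 and 386 for SRSF1, 73, 16, 27 and 200 for SRSF2, 36, 76, 5 and 106 for SRSF7 and 18, 13, 0 and 5 for SRSF6. SRSF4 and SRSF5 changed 0 bins in the whole cell, where the unadjusted p was below 0.01 in 475 and 463 bins, the blocked model called 0 and the authors' p gave 0, and without knockdown B they had 3 and 12. Of the SRSF3 bins in the cytoplasm 619 were also called by the authors' p, all in the same direction. The blocked limma model called 2754 bins for SRSF3, 1419 for SRSF1, 33 for SRSF2, 17 for SRSF4, 123 for SRSF6 and 473 for SRSF7 in the cytoplasm. Of the bins above it kept 743 of 758 for SRSF3, 264 of 272 for SRSF1, 18 of 20 for SRSF2, 2 of 3 for SRSF4, 3 of 5 for SRSF5, all 10 for SRSF6 and 71 of 76 for SRSF7, and *Chpt1* was not among them.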

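Of the bins less used in the cytoplasm after SRSF3 knockdown, 429 were not called in the whole cell and 126 were called in both, where independent lists would share 1.35. A further 235 were less used in the whole cell alone. *Hipk1*, a kinase gene, lost its last exon in the cytoplasm (chr3:103739815–103743561, mm10, log2 usage -3.32, limma adjusted p = 2.69e-10), which went from 1071 ± 131 to 573 ± 168. *Gtf2a1*, a basal transcription factor gene, lost its last exon too (chr12:91555916–91558687, -3.10, 5.37e-05), which went from 341 ± 6.68 to 192 ± 39.9. *Prune2* (-2.35) and *Shisa3* (-4.74) had the largest losses in the whole cell.
Of 425 cytoplasmic losses tested and not called in the whole cell, 92.2% had the same direction there, with a median log2 of -1.15 in the cytoplasm and -0.43 in the whole cell, and 202 had an unadjusted whole-cell p below 0.05. With the replicate letter as a block the cytoplasm-only count was 1520, with 225 called in both.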

Of 1988 splicing events altered by SRSF3 knockdown, 1436 were significantly less included in cytoplasmic mRNAs without concomitant changes in whole-cell mRNAs (Fig. 6D). 

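After SRSF1 knockdown 92 bins were less used in the cytoplasm and not called in the whole cell, and 44 were less used in both, where independent lists would share 0.16. *Thada* was among the genes with a loss in both fractions, in the whole cell by an internal bin with a log2 usage of -2.30. More used in the cytoplasm alone were 83 bins and in both 53. *Calca*, the calcitonin gene, gained in an internal bin (chr7:114632416–114632599, mm10, log2 usage 2.40, limma adjusted p = 0.00322) that went from 25.6 ± 5.75 to 114 ± 1.59. *Exoc5*, an exocyst gene, gained by 2.36 in the whole cell.
Of the 92 bins 96.7% had the same direction in the whole cell, with a median log2 of -1.13 in the cytoplasm and -0.50 in the whole cell, and 50 had an unadjusted p below 0.05 there. Less used in the cytoplasm alone were 3 bins for SRSF2 (in *Tcf25*, *Txn2* and *Cds2*), 2 for SRSF6 (in *Eps15l1* and *Tmem164*), 17 for SRSF7 and 0 for SRSF4 and SRSF5, where unadjusted p below 0.01 gave 250 and 186. For SRSF4 and SRSF5 the authors' p gave 7 and 2 and the blocked limma model 10 and 2. With the block SRSF1 had 722 such bins and SRSF7 93.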

Similar differences (732 cytoplasmic of 876 total changes) were apparent for SRSF1, while depletion of other SR proteins caused fewer alternative splicing changes (Fig. 6D), in line with observed redundancies in RNA binding. Because inclusion of alternative exons is often facilitated by SR protein binding (Han et al. 2011; Erkelenz et al. 2013), we tested for binding of cognate SR proteins within those exons (Fig. 6E). Indeed, most SR proteins displayed a higher number of significant cross-link events in exons that were excluded upon their knockdown, and this difference was most striking for SRSF3 (Fig. 6E, red asterisks).

Because SRSF3 recruits NXF1 to binding sites in last exons (Fig. 5), we hypothesized that SRSF3 might preferentially affect the splicing of last exons. 

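By limma last exons made up more of the called bins in the cytoplasm than permuted calls gave in 3 sets, and with the letter as a block also among bins more used after SRSF6 knockdown (48 of 77, 62.3% against 21.6%, permutation p = 2.00e-04, and 8 of 16 by the authors' adjusted p, p = 0.0224). Among the bins tested in the cytoplasm for SRSF3, 14.3% were last and 6.2% first exons. Of the bins more used after SRSF3 knockdown 39 of 203 (19.2%) were first exons, 136 internal and 27 last (13.3%, permutation p = 0.0116 for a lower share than the 20.3% of permuted calls). Of the bins less used after SRSF1 knockdown 60 of 136 (44.1%) were last and 74 internal (permutation p = 2.00e-04, the smallest this test can give). Of those more used 37 of 136 (27.2%, permutation p = 0.109) were last. This share depends on the setting, at 14.7% for an unadjusted p below 0.01 (permutation p = 2.00e-04, below the 20.6% of permuted calls), 20.5% with the block (p = 1), 30.9% by the authors' adjusted p (p = 0.0012, above the 21.3%) and 70.6% for the last exon of any transcript (p = 2.00e-04, above the 33.8%).
Without the block few or no last exons were called elsewhere, with *Tpm2*, a tropomyosin gene, having 1 of the 2 more used after SRSF6 knockdown (chr4:43514862–43515681, mm10, log2 usage 1.78, limma adjusted p = 3.44e-04). In the whole cell last exons were 28.2% of the bins less used after SRSF1 knockdown (permutation p = 0.0064) and 18.9% of those more used (p = 0.805). Each permutation moved the called bins to random tested genes and kept the number of calls per gene. A bin counted as last only if it was last in the gene, and counting the last exon of any transcript raised the share among bins more used after SRSF3 knockdown to 48.3%.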

By separating all exons affected by SR protein knockdown into first, internal, or last exons (Fig. 6F), we found that a large proportion of splicing changes occur in first or last exons. Indeed, upon SRSF3 knockdown, 75% of exons with decreased inclusion are last exons. 

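In the cytoplasm 424 of the 555 bins less used after SRSF3 knockdown were last exons (76.4%), with 128 internal and 3 first. Permuted calls gave 20.9% (permutation p = 2.00e-04, the smallest possible). *Lpp*, a focal adhesion gene, lost a last exon of 13384 bases (chr16:24979193–24992576, mm10, log2 usage -3.06, limma adjusted p = 0.00111), which went from 167 ± 4.81 to 101 ± 11.5. *Zdhhc21*, a palmitoyltransferase gene, lost its last exon (chr4:82798738–82804046, -2.83, 2.38e-04), which went from 122 ± 2.76 to 58.9 ± 19.9. *Pank3*, a coenzyme A synthesis gene, lost in usage (chr11:35785408–35791285, -3.80, 0.0206) while the bin's reads rose from 406 to 1085 along with the gene. *Atf2* (-3.06) and *Mob1b* (-2.84) lost last exons.
The last exons that were not called moved the same way, by a median log2 of -0.12 in the cytoplasm of the SRSF3 knockdown, and by 0.00 in the whole cell. Last exons were 152 of 361 less used bins (42.1%) in the whole cell.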

On the other end of the spectrum, SRSF7 depletion caused a much higher number of more included exons, of which 74% are last exons (Fig. 6F). This suggests that SRSF3 and SRSF7 regulate the inclusion of last exons in an opposite direction. It appears that SR proteins in general—and SRSF3 in particular—promote the nuclear export of specific splice isoforms, potentially by influencing the splicing of last exons and subsequent NXF1 recruitment.

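Last exons were 23 of the 47 bins more used in the cytoplasm after SRSF7 knockdown (48.9%, permutation p = 2.00e-04, the smallest possible) and 1 of the 29 less used (3.4%, p = 0.015), in *Dnm2*, named after the call was seen. Counting the last exon of any transcript, the less used bins turned to 17 of 29 (58.6% against 34.2% of permuted calls, permutation p = 0.012) and the more used ones were 40 of 47 (85.1%). *Jmjd6*, an oxygenase gene, gained a last exon (chr11:116837764–116838989, mm10, log2 usage 2.06, limma adjusted p = 6.08e-05), which went from 34.2 ± 19.8 to 159 ± 1.87. *Dnajb14*, a chaperone gene, gained its last exon (chr3:137908345–137916557, 1.5, 0.00522), which went from 4677 ± 616 to 6729 ± 887, and *Tpm2* gained one too (1.56, 0.00112). *Ivns1abp* (1.74), *Aldh7a1* (1.59), *Dohh* (1.56) and *Ppm1b* (1.56) gained other bins. *Pphln1* (-1.91), *Cds2* (-1.83) and *Mtrr* (-1.58) lost internal bins.
Last exons that were not called lay at a median log2 of 0.07 in the SRSF7 cytoplasm. Whole-cell last exons were 45 of 82 more used bins (54.9%, permutation p = 2.00e-04), with *Krba1* (1.47) and *Commd2* (1.46) among them. With the letter as a block the cytoplasmic counts became 353 more and 120 less used, and 67.7% of those more used were last exons.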

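The paper proposes from these shares that SRSF3 and SRSF7 act on last exons in opposite ways. Over the bins called in the cytoplasm, the last exons lost after SRSF3 knockdown had a median log2 usage of -1.20 and the last exons gained after SRSF7 knockdown one of 1.16. The same bins moved by a median of -0.47 and 0.86 in the whole cell. *Ppm1b*, a phosphatase gene, had a last exon more used after SRSF3 knockdown in the whole cell (2.64) and another bin more used after SRSF7 knockdown in the cytoplasm. Gains of last exons after SRSF3 knockdown in the whole cell were also seen in *Zfp865* (2.71), *Kazn* (2.36) and *Pvrl3* (2.04, limma adjusted p = 6.79e-10). In the whole cell SRSF3 gave 99 last exons among 347 more used bins (28.5%) beside 152 among 361 less used bins (42.1%).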

### SR proteins link alternative 3′ end formation to mRNA export

Changes in last exons may stem from alternative terminal exon usage through alternative splicing or from changes in the length of 3′ UTRs in a splicing-independent manner. Both processes alter the site of polyadenylation in the mature mRNA and are therefore referred to as alternative polyadenylation (APA). To test which of these processes is regulated by SR proteins, we mapped changes in last exon usage to known APA annotations (Katz et al. 2010). 

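For this the authors used MISO, which estimates the share of each of 2 isoforms from the reads that tell them apart, on events annotated on mm9. A tandem 3′ UTR event has a core and an extension of the same last exon, and an alternative last exon event has 2 different last exons. The deposited tables list 1189 tandem events (median extension 684 bases) and 8404 alternative last exon events, of which 7819 have a decided order along the gene. The replicates A and B were pooled, so that each comparison has 1 pooled sample per group. Each event carries its share in control and knockdown with an interval and a Bayes factor.
An event was called at a Bayes factor above 5 and a change of at least 20 points. *Gsk3b*, a kinase gene, had a long tandem share of 100% in the control and 94% after SRSF3 knockdown, a change the second limit leaves out. With pooled replicates no spread between cultures enters the calls. The test of direction was an exact binomial test over the called events.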

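Tandem and alternative last exon events were called in all 7 knockdowns in the cytoplasm. The calls for tandem events were 18 for SRSF1, 20 for SRSF2, 51 for SRSF3, 11 for SRSF4, 11 for SRSF5, 4 for SRSF6 and 12 for SRSF7. For alternative last exons they were 116, 87, 125, 55, 47, 45 and 54 in the same order. *Calca* went from 20% to 72% for 1 of its 2 last exons after SRSF1 knockdown, and *Pfkfb2*, a glycolysis regulator gene, from 73% to 29% for the distal one. *Igsf9b* went from 21% to 72% and *Vamp1*, a synaptic vesicle gene, from 34% to 79% for the distal last exon after SRSF3 knockdown. *Tnrc6b* (84% to 45%) and *Ralgapa1* (66% to 26%) went the other way. *Papola*, the poly(A) polymerase gene, went from 22% to 63% after SRSF7 knockdown.
The proximal last exon gained in 85 and lost in 27 of the calls with a decided order for SRSF1 (75.9%, exact binomial p = 3.58e-08), and gained in 40 and lost in 12 for SRSF4 (76.9%, p = 1.28e-04). It gained in 63 and lost in 58 for SRSF3 (exact binomial p = 0.716), but gained in 216 and lost in 98 at a change of at least 10 points (68.8%, p = 2.37e-11), and gained in 22 and lost in 24 for SRSF7 (p = 0.883). The 4 tandem calls for SRSF6 were in *Cdc42ep3* (28% to 77%), *Depdc5* (58% to 85%) and *Lmbrd1*, longer, and *Atp1b1* (93% to 72%), shorter, named after the calls were seen.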

We found that both types of events were regulated by all SR proteins; notably, the length of tandem 3′ UTRs was most affected in opposite directions upon SRSF3 or SRSF7 knockdown (Fig. 7A). 

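After SRSF3 knockdown 48 of 51 called tandem 3′ UTRs became shorter in the cytoplasm (94.1%, 95% interval 84.1% to 98%, exact binomial p = 1.97e-11). *Tmem30a*, a lipid flippase subunit gene, went from 96% to 46% long form (chr9:79616746–79618603, mm9, extension of 1858 bases) and *Rictor*, a gene of the mTORC2 complex, from 98% to 51% (chr15:6747411–6750401). *Tia1*, which encodes an RNA-binding protein, went from 75% to 36% (chr6:86382175–86382789) and *Rnf11* from 86% to 50% (chr4:109125158–109125568). *Nudt13* (77% to 34%), *B3galnt1* (90% to 52%), *Ankib1* (87% to 50%), *Gcap14* (97% to 62%) and *Usp6nl* (96% to 64%) became shorter as well. *Amigo2*, a cell adhesion gene, became longer, from 30% to 69%, and so did *Erbb2* and *Fxc1*.
After SRSF7 knockdown 8 called events became longer and 4 shorter (exact binomial p = 0.388). *Ints12*, a gene of the Integrator complex, went from 60% to 92%, *Ptplb* from 51% to 81% (chr16:35106661–35109259), *Tmem135* from 56% to 86%, *Cbln1* from 44% to 71% and *Depdc5* from 58% to 85%. *Vegfa*, the vascular growth factor gene, went from 40% to 64%. *Adora2b* (82% to 47%), *Anxa3* (51% to 23%) and *Sox11* (85% to 62%) became shorter, and so did *Fam5b*. *Amigo2* went to 78% after SRSF7 knockdown, 73% after SRSF1, 84% after SRSF4 and 80% after SRSF5 knockdown.
In the whole cell 22 of 25 called events became shorter after SRSF3 knockdown, all but *Tub*, *Ctdsp1* and *4930471M23Rik* (exact binomial p = 1.57e-04), and 8 of 8 became longer after SRSF7 knockdown (p = 0.00781). With a limit of 10 points SRSF3 had 153 shorter and 9 longer events in the cytoplasm, and SRSF7 had 50 longer and 5 shorter.

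**Figure D2:**
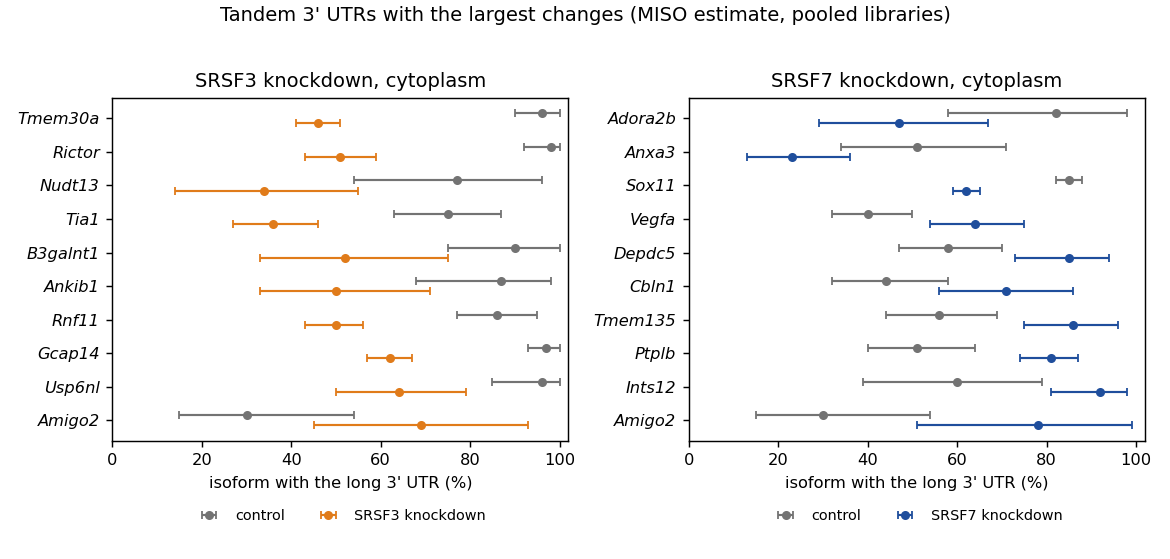
Tandem 3′ UTRs with the largest changes in the cytoplasm after SRSF3 (left) and SRSF7 (right) knockdown. The horizontal axis gives the percent of the long isoform. Gray points are the control and colored points the knockdown, with bars for the interval MISO gives from pooled replicates. *Tmem30a* is at 96% and 46% on the left and *Ints12* at 60% and 92% on the right.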

SRSF7 depletion leads to an extension of 3′ UTRs, whereas SRSF3 depletion causes shortening.

**Figure 7.**
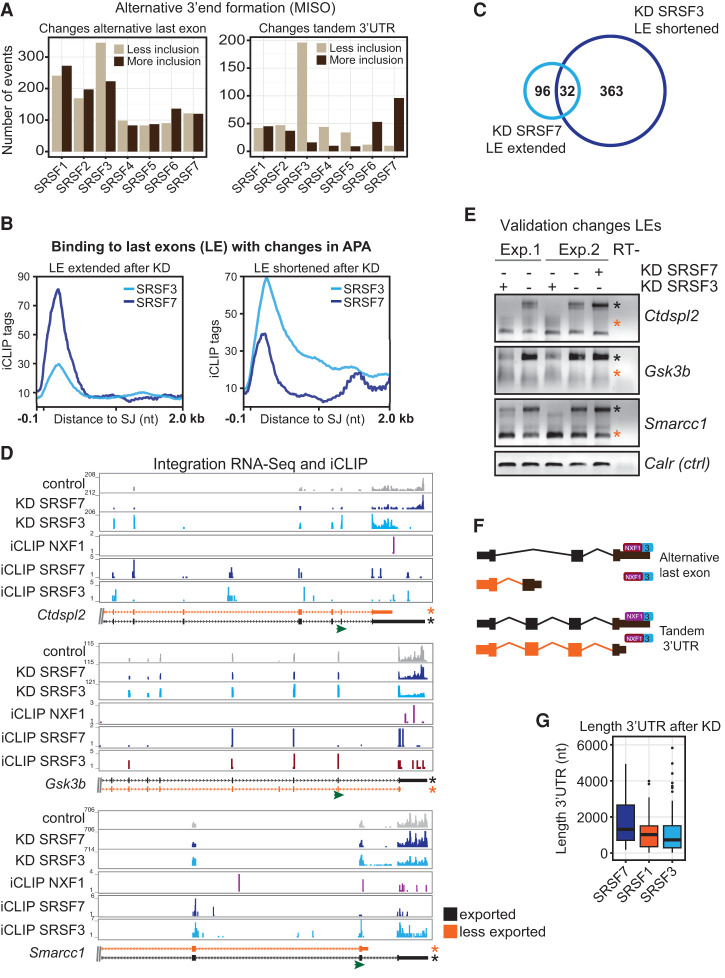
SRSF3 and SRSF7 regulate 3′ UTR length in an antagonistic manner and link alternative 3′ end formation to mRNA export. (*A*) Changes in last exon usage in cytoplasmic samples were mapped to annotated splicing events (ALE and TandemUTR) using MISO (Katz et al. 2010). BF > 5; 20% change. (*B*) Profiles of significant cross-link sites of SRSF3 and SRSF7 in last exons undergoing APA after depletion of the cognate SR protein. (*C*) Venn diagram. Thirty-two genes are regulated in an antagonistic manner by SRSF3 and SRSF7 in APA (cutoff FDR < 0.1). (*D*) Transcripts chosen for validation. Browser shots including affected isoforms (ENSEMBL); RNA-seq read coverage of control RNAi (gray), SRSF3 RNAi (light blue), and SRSF7 RNAi (dark blue); and significant cross-link sites of SRSF3 (light blue), SRSF7 (dark blue), and NXF1 (purple). The transcript isoforms shown are truncated. (Green arrow) Gene-specific forward primer in the penultimate exon for rapid amplification of cDNA 3′ end (3′RACE) RT–PCRs. (*E*) Validation of APA changes after knockdown (KD) of SRSF3 and SRSF7 by 3′RACE RT–PCR. Orange and black asterisks indicate the transcript isoforms shown in *D*. (*F*) Model of how SRSF3 and SRSF7 binding in last exons may affect APA, NXF1 binding, and mRNA export in a splicing-dependent and -independent manner. (*G*) Length distribution of 3′ UTRs from transcripts, which decrease in cytoplasmic abundance after depletion of SRSF7, SRSF1, and SRSF3.

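By exon bins at an adjusted p below 0.1, *Ankfy1* was the only gene with a last exon less used after SRSF3 and more used after SRSF7 knockdown in the cytoplasm, named after the calls were seen. *Ankfy1* encodes a protein of endosome traffic. The proximal part of its last exon (chr11:72767754–72771221, mm10) had a log2 usage of -1.05 after SRSF3 knockdown (limma adjusted p = 4.18e-05), and the distal part (chr11:72771222–72772146) one of 0.96 after SRSF7 knockdown (0.00235). Of 11319 genes tested for both, 384 had a last exon less used after SRSF3 and 23 one more used after SRSF7 knockdown. Independent lists of these sizes would share 0.78. *Tpm2* and *Cenpo* had last exons more used in both. No gene had a last exon more used after SRSF3 and less used after SRSF7 knockdown (limma, 0 at adjusted p below 0.05 too, and at unadjusted p below 0.01 the count was 2, with 1 by the blocked model and 0 by the authors' p).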

In line with this regulation of mRNA 3′ ends, SRSF3 and SRSF7 bind at different positions in affected last exons and 3′ UTRs (Fig. 7B). Last exons extended after SRSF7 depletion showed a strong and sharp peak of SRSF7 binding immediately downstream from last splice junctions and at the beginning of 3′ UTRs, whereas last exons shortened after SRSF3 depletion showed stronger SRSF3 peaks at last splice junctions that extended toward the distal ends of 3′ UTRs (Fig. 7B). 

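The tandem events of the 2 knockdowns were compared directly over 1173 events listed for both. None was called shorter after SRSF3 and longer after SRSF7 knockdown (expected 0.327 for independent lists). Called in both were *Amigo2* and *Fxc1*, longer in both, and *Sox11*, shorter in both, named after the calls were seen. At unadjusted p below 0.01 for exon bins, 52 genes had a last exon less used after SRSF3 and more used after SRSF7 knockdown, where independent lists would share 20.3. Another 16 genes had a last exon more used after both (expected 1.84). The knockdowns share their controls, and 8 simulations of unchanged groups, with about 100 genes per list, gave on average 1.25 shared genes in opposite directions (at most 3) and 9.88 in the same direction (at most 17). With the letter as a block the number was 75 (expected 22.8) and with the authors' p 22 (expected 6.22). *Dicer1*, which encodes a ribonuclease of microRNA maturation, was in all of these sets. Its last exon (chr12:104687742–104691758, mm10) went from 1158 ± 111 to 624 ± 92.9 after SRSF3 knockdown (log2 usage -1.02, limma adjusted p = 0.0727) and from 1106 ± 107 to 1376 ± 202 after SRSF7 knockdown (0.81, 0.462, with the block 5.54e-06).
Across 1165 events with at least 20 reads, the changes of the 2 knockdowns had a Pearson correlation of 0.193 and a Spearman correlation of 0.082. On read shares the Pearson correlation was 0.122 (simulated 0.526 for unchanged groups that share the control) and the covariance 3.08e-04 (simulated 4.33e-04).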

Interestingly, 32 genes whose last exons were antagonistically regulated by SRSF3 and SRSF7 were identified (Fig. 7C). We validated antagonistic changes in the usage of alternative terminal exons and/or tandem 3′ UTRs after depletion of SRSF3 and SRSF7 using transcript-specific primers located in the penultimate exons and rapid amplification of cDNA 3′ ends (3′RACE). Following SRSF3 depletion, the abundance of long 3′ UTR isoforms decreased in all cases, while shorter isoforms appeared or increased (Fig. 7D,E, orange asterisks). In contrast, depletion of SRSF7 increased the abundance of isoforms with long 3′ UTRs in most cases (Fig. 7D,E). These data suggest that SRSF3 and SRSF7 and perhaps other SR proteins regulate last exon usage and 3′ UTR length in opposite directions and can even antagonize each other on the same transcripts.

Because NXF1 and SRSF3 show very similar binding patterns in last exons and because NXF1 often binds toward distal ends of 3′ UTRs in SRSF3 export targets (see above), an intriguing possibility is that 3′ UTR shortening or usage of alternative last exons may exclude NXF1 binding from certain alternative mRNAs (Fig. 7F). Reduced binding of NXF1 would decrease the cytoplasmic abundance of these isoforms. In agreement with this possibility, we found that transcripts that are less exported after SRSF3 depletion have shorter 3′ UTRs compared with SRSF1 or SRSF7 targets (Fig. 7G). 

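No gene passed for a lower relative cytoplasmic level in the main model. The lengths were therefore compared for genes at an unadjusted p below 0.05, a set added after the data were seen. The median 3′ UTR over the coding transcripts of a gene was 712 bases for 168 genes of SRSF3 (*Aoc2* among them), 964 for 138 genes of SRSF1 (*Exosc8* among them) and 1236 for 74 genes of SRSF7 (*Polh* among them). In both directions together each knockdown had fewer genes at such a p than the 961 chance gives. The main model does not use the letter, so differences between the letters stay in its spread. A count below chance therefore cannot tell how many of these genes changed. All tested genes had a median of 813, from which SRSF7 genes differed (permutation p = 0.0035) and SRSF3 (p = 0.248) and SRSF1 genes (p = 0.125) did not. SRSF3 genes were shorter than SRSF7 genes by 524 bases (permutation p = 0.0011) and than SRSF1 genes by 253 (p = 0.0305), and SRSF1 and SRSF7 genes lay 271 apart (p = 0.0916). By the longest annotated 3′ UTR the medians were 940, 1400 and 2042 bases (permutation p = 5.20e-04 for SRSF3 against SRSF1 and 1.00e-05, the smallest possible, for SRSF3 against SRSF7). By that length SRSF1 and SRSF7 genes were separated too (permutation p = 0.0186).
Among genes lower in the cytoplasm alone with the block, 201 genes of SRSF3, *Dusp6* among them, had a median of 534 bases and 166 genes of SRSF1, *Pex26* among them, one of 708 (permutation p = 0.0525), and by the longest annotated 3′ UTR 678 and 1330 bases (p = 1.00e-05). Over 10720 genes the relative cytoplasmic change followed transcript length, with Spearman correlations of 0.334 for SRSF3, -0.336 for SRSF7 and -0.03 for SRSF1, and the order of the 3′ UTR lengths was not separated from this. The annotation gave a 3′ UTR for 96.2% of the coding genes tested. The 3′ UTRs are those of the annotation and not those measured in P19 cells.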

Investigating SRSF3 export targets in more detail, we found that 265 out of 433 (61%) had SRSF3-binding sites; of those, 171 (64%) were in last exons or 3′ UTRs. Likely due to the rather low expression of export targets in general, we detected NXF1-binding sites in only 126 SRSF3 export targets (29.1%); of those, 80 were found in last exons or 3′ UTRs (63.5%). Strikingly, 40 export targets with NXF1-binding sites underwent APA after SRSF3 depletion; in these cases, polyadenylation cleavage occurs before or within NXF1-binding sites, suggesting that regulated processing can remove RNA sequences that serve as binding sites for NXF1 or NXF1 adaptors (Fig. 7D,E; Supplemental Fig. S6). These data suggest that nuclear export of specific mRNA isoforms is regulated through APA (Fig. 7F,G).

## Discussion

Here we provide evidence that SR proteins play crucial roles as NXF1 adaptors that regulate the export of alternatively processed mRNAs in vivo. Specifically, SR proteins satisfy the following expectations of export adaptors: (1) Individual SR proteins were required for the export of >1000 endogenous mRNAs. (2) SR proteins associated with NXF1 in an RNase A-resistant manner. (3) SRSF3 and SRSF7 promoted NXF1 interactions with mRNA. (4) NXF1 bound to mRNA in close proximity to SR protein-binding sites. SRSF3 and NXF1 often bound together to mRNA downstream regions. (5) Remarkably, NXF1, which lacks sequence-specific binding on its own, exhibited a binding motif similar to that of SRSF3. SRSF3 emerged as the most potent NXF1 adaptor, with the largest number of mRNA export targets of all of the SR proteins. Many of these targets were alternatively spliced and/or polyadenylated, and subsequent analysis revealed that the interplay between SRSF3 and SRSF7 links alternative mRNA processing to mRNA export. These observations support a model in which SR protein binding recruits NXF1 after splicing to promote efficient export of fully processed mRNA. Below, we discuss the basis for these conclusions and expand on related features of SR protein function.

Our iCLIP study revealed that each SR protein binds thousands of transcripts, yet few mRNAs showed changes in cytoplasmic abundance after knockdown. Redundancy and/or cooperation among SR proteins may explain the resistance of mRNA export to depletion of individual SR proteins, as was shown for other export adaptors (Hautbergue et al. 2009; Katahira et al. 2009; Uranishi et al. 2009). Indeed, a severe mRNA export block was achieved upon injection of an antibody against all SR proteins into frog oocytes (Masuyama et al. 2004). Interestingly, our iCLIP data showed that four of the seven SR proteins fell into two paired groups according to their NXF1 interaction and RNA-binding preferences: (1) SRSF4 and SRSF6 and (2) SRSF2 and SRSF5. Depletion of each of these proteins alone led to cytoplasmic reductions in only ∼100 transcripts each, providing evidence for redundancy and compensation. Indeed, depletion of both SRSF4 and SRSF6 is lethal for cells (M Müller-McNicoll, unpubl.), and SR protein pairs exhibited a high degree of cobinding in exons close to NXF1-binding sites. In contrast, SRSF3 bound a unique sequence motif and had the most export targets, suggesting that other SR proteins cannot compensate for loss of SRSF3. Furthermore, SRSF3 often bound at NXF1-binding sites alone and was consistently most abundant in NXF1-containing mRNPs, indicating that, among SR proteins, SRSF3 is the most important NXF1 adaptor.

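For these 4 proteins the genes lower in the cytoplasm and not in the whole cell numbered 0 in the limma model. At an unadjusted p below 0.05 in the cytoplasm 664 genes were lower after SRSF2, 397 after SRSF4, 120 after SRSF5 and 238 after SRSF6 knockdown. In the cytoplasm alone edgeR called none, while DESeq2 called 10 for SRSF2 and 2 for SRSF4. With the block SRSF2 had 61 and SRSF6 8 genes lower in the cytoplasm alone, and SRSF4 and SRSF5 had 0. *Srsf6* rose in the whole cell in that model after SRSF1 (log2 0.53, limma adjusted p = 0.00432) and SRSF3 knockdown (0.31, 0.0274), and *Srsf5* after SRSF3 knockdown (0.33, 0.0312). In the main model these 3 changes had adjusted p-values of 0.433, 0.491 and 0.263. *Srsf4* was at log2 0.29 after SRSF1 and 0.36 after SRSF2 knockdown (SE 0.21). Without the SRSF2 knockdown B library, 201 genes were called lower in the SRSF2 cytoplasm and 194 of them not in the whole cell.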

One of the strongest arguments in favor of SRSF3's role as an NXF1 adaptor is our observation that, although NXF1 itself has no sequence preference, the in vivo binding motif of NXF1 in 3′ UTRs resembles the binding motif of SRSF3. This implicates SRSF3 in the recruitment of NXF1 to specific mRNA 3′ ends. Indeed, our NXF1 iCLIP data revealed thousands of binding sites of NXF1 in 5′ UTRs without specific sequence motifs. However, NXF1-binding sites at the 3′ end of transcripts often overlap with sites where SR proteins bind, particularly SRSF3. Interestingly, we found that most NXF1-binding sites occur at mRNA 5′ and 3′ ends, suggesting that SR proteins and ALYREF independently promote NXF1 recruitment to bulk mRNAs, possibly also in the context of the exon junction complex (Le Hir et al. 2000; Singh et al. 2012). The combination of TREX at 5′ ends and SR proteins in downstream regions seems to provide sufficient adaptor activity to ensure nucleo–cytoplasmic export.

While SRSF3 emerged as a potent NXF1 adaptor, SRSF2 was the least active. For example, overexpression of SRSF3 and SRSF7 promoted NXF1 interaction with mRNA in vivo, while SRSF2 did not. With the exception of SRSF2, most SR proteins shuttle continuously between the nucleus and the cytoplasm (Caceres et al. 1998; Sapra et al. 2009). Consistent with their roles as mRNA export adaptors, SRSF1, SRSF3, and SRSF7 bind directly to NXF1 in vitro (Huang et al. 2003; Lai and Tarn 2004; Hargous et al. 2006; Tintaru et al. 2007). SR proteins enhance NXF1 association with mRNA upon overexpression (see Fig. 2), a hallmark of previously characterized mRNA adaptors (Viphakone et al. 2012). SR proteins only bind NXF1 if they have been dephosphorylated during splicing (Huang et al. 2004; Lai and Tarn 2004; Lin et al. 2005; Sanford et al. 2005); in agreement with these prior findings, we show that SR proteins associated with NXF1 are hypophosphorylated and remain bound to spliced mRNAs.

Our data support mechanistic differences between SR proteins and components of the TREX complex as they relate to NXF1 recruitment and subsequent export. ALYREF and THOC5 “hand over” their bound mRNA cargo to NXF1 after inducing a conformational change that exposes a hidden RBD (Viphakone et al. 2012). This handover is necessary because ALYREF and THOC5 do not shuttle to the cytoplasm and are removed from the mRNP at the nuclear periphery (Kiesler et al. 2002; Golovanov et al. 2006). ALYREF binds RNA nonspecifically and with low affinity via an arginine-rich peptide that overlaps with the NXF1-binding region, making binding mutually exclusive (Hautbergue et al. 2008). In contrast, the RRMs of SR proteins are nonoverlapping with NXF1 interaction regions, suggesting that SR proteins and NXF1 can bind mRNA simultaneously (Hargous et al. 2006; Tintaru et al. 2007).

We favor the hypothesis that SR proteins remain associated with NXF1 and mRNA during export even though previous investigators argued for a handover mechanism by SR proteins to NXF1. First, SR proteins shuttle to the cytoplasm, where they are bound to spliced and polyadenylated mRNAs, are present in translating ribosomes, and regulate translation (Swartz et al. 2007; Sanford et al. 2008; Sato et al. 2008; Änkö et al. 2010; Maslon et al. 2014). Second, SR proteins bind RNA with high affinity and sequence specificity (Cho et al. 2011), unlike the TREX family of adaptors. Third, we show here that SR protein interactions with NXF1 are partially sensitive to RNase A treatment, suggesting stabilization by bound mRNAs. The fact that prolonged RNase treatment disrupts interactions between NXF1 and SR proteins suggests that NXF1 sits on mRNA directly adjacent to its SR protein partner, rendering the RNA linkage relatively less accessible to an enzyme. Fourth, this implied proximity is consistent with our observations of SR protein cobinding with NXF1 in a small (60-nt) window. Therefore, we propose that NXF1, SR proteins, and mRNA form a ternary complex prior to mRNA export, which is transported together to the cytoplasm (Fig. 5F). Although our evidence in support of this model is strongest for SRSF3 and SRSF7, our data suggest that other SR proteins may also perform this role. Thus, SR proteins differ fundamentally from TREX by recruiting NXF1 to 3′ ends and remaining bound at adjacent sites on RNA targets, a prerequisite for their functions in the cytoplasm, such as the translational regulation of specific mRNA isoforms.

Why do cells need so many different export adaptors? Integration of iCLIP and cytoplasmic RNA-seq data revealed a strong link between APA and mRNA export. SR protein depletion affected the cytoplasmic abundance of >1000 endogenous mRNAs, many of which harbored changes in alternative splicing and 3′ end processing. Our data suggest that SRSF3 regulates mRNA export through recruitment of NXF1 to extended 3′ UTRs for the following reasons: (1) SRSF3 binds frequently within last exons compared with other SR proteins. (2) SRSF3 often binds adjacent to NXF1-binding sites in the absence of other SR proteins. (3) SRSF3 and NXF1 display similar binding patterns and in vivo binding motifs in terminal exons. Importantly, SRSF3 depletion leads to a shortening of tandem 3′ UTRs or the inclusion of alternative terminal exons. SRSF3 shows a strong binding peak toward the end of last exons that are shortened after SRSF3 depletion. Finally, SRSF3 export targets often have shortened 3′ UTRs that lack NXF1-binding sites. Remarkably, a function for SRSF3 in alternative terminal exon usage was shown for the *CT/CGRP* pre-mRNA many years ago (Lou et al. 1998), consistent with our present findings.

Finally, we discovered that SRSF3 and SRSF7 regulate 3′ UTR identity and length in an opposite manner and that these choices feed forward to the cytoplasmic abundance of specific isoforms through an export mechanism (Fig. 7F). A function for SRSF7 in APA has not been described thus far. We propose a model in which SRSF3 expression promotes the biogenesis of long 3′ UTR isoforms and regulates their export by preferentially binding at the distal ends of last exons, regulating polyA site selection and recruitment of NXF1. We show that 3′ UTR shortening after SRSF3 depletion can lead to a loss of NXF1-binding sites and reduced export of the shortened 3′ UTR isoforms. In contrast, SRSF7 expression promotes the biogenesis of shorter isoforms, perhaps by recruiting cleavage and polyadenylation factors, and regulates their export. After SRSF7 depletion, NXF1 recruitment fails, and the resulting isoform with a longer 3′ UTR is less exported. Phosphatases present in both splicing and polyadenylation complexes may dephosphorylate SRSF3 and SRSF7 and promote NXF1 recruitment (Shi et al. 2009). Furthermore, recruitment of the export machinery promotes mRNA release from chromatin, whereas incompletely processed transcripts bound by hyperphosphorylated SR proteins are retained at transcription sites (Girard et al. 2012). Taken together, our findings indicate that the expression of alternative mRNA isoforms depends on the orderly action of SR proteins in multiple steps of nuclear pre-mRNA processing, preceding and including mRNA export to the cytoplasm.

## Materials and methods

### Stable BAC cell lines

P19 cells were grown in DMEM GlutaMAX medium (GIBCO) supplemented with 10% heat-inactivated fetal bovine serum (GIBCO), 100 U/mL penicillin, and 100 µg/mL streptomycin (GIBCO) on dishes coated with 0.1% gelatin (Sigma) under humidified 5% CO_2_ at 37°C. GFP-tagged mouse BACs were isolated from *Escherichia coli* DH10 cells using a BAC preparation kit (Macherey-Nagel). P19 cells were transfected with BAC DNA using Effectene (Qiagen), and stable clonal cell lines were obtained after selection with 500 µg/mL Geneticin (GIBCO) and FACS sorting (Supplemental Table S4).

### Knockdown, cell fractionation, and RNA-seq

P19 cells grown until 25% confluency were transfected in six-well plates with 2 µg of custom-made esiRNAs (see the Supplemental Material) using Lipofectamine 2000 (Life Technologies). esiRNAs against GFP were used as a control. Cells were separated into total, nuclear, and cytoplasmic fractions, and RNA was isolated using Trizol (Life Technologies). PolyA^+^ RNA-seq libraries were generated, quantified, and sequenced on an Illumina HiSeq2000 machine obtaining ∼50 million 85-base-pair (bp) or 75-bp single-end reads per sample in two biological replicates (Supplemental Table S1). For validation, RNA was reverse-transcribed using either oligodT primers or RT primers for 3′RACE and SuperScript III (Life Technologies). Quantitative RT–PCR was performed using the SYBR Green kit (Thermo-Fisher) and gene-specific primers. 3′RACE RT–PCR was performed using transcript-specific forward primers located in the penultimate exons and a common reverse primer located in the 3′RACE RT primer.

### OligodT capture

Approximately 5 × 10^7^ P19 cells were irradiated with 0.25 J/cm2 UV light at 254 nm, harvested, and lysed as previously described (Castello et al. 2012). Poly(A)^+^ mRNAs and cross-linked proteins were captured with oligo(dT)_25_ magnetic beads (New England Biolabs). Oligo(dT)_25_ beads were washed with buffers containing decreasing concentrations of LiCl and LiDS, and cross-linked proteins were eluted for 3 min at 55°C , concentrated, and loaded on a 4%–12% NuPAGE gel (Life Technologies). Released NXF1 was analyzed by Western blotting using NXF1-specific antibodies (Santa Cruz Biotechnology).

### iCLIP library preparation

P19 BAC cells were irradiated once with 150 mJ/cm^2^ UV light (254 nm), and iCLIP was performed as described before (Änkö et al. 2012). Protein G Dynabeads coupled with goat anti-GFP antibody (D. Drechsel, Max Planck Institute of Molecular Cell Biology and Genetics [MPI-CBG], Dresden) were used for immunopurification. Cross-linked, immunopurified RNA was digested to lengths of 60–150 nt, reverse-transcribed to generate cDNA libraries, and subjected to high-throughput sequencing on an Illumina HiSeq2000 machine (single-end 75-nt reads).

### Accession numbers

Data are available at Gene Expression Omnibus SuperSeries GSE69734.

## Supplementary Material

Supplemental Material

# Supplementary material for: SR proteins are NXF1 adaptors that link alternative RNA processing to mRNA export
**Source:** Genes Dev. 2016 Mar 1;30(5):553–66. doi: 10.1101/gad.276477.115
**Supplement:** Supplemental Material

Supplemental Material 

# SR proteins are NXF1 adaptors that link alternative RNA processing to mRNA export

## Supplemental Material

**Files in this Data Supplement:**

- Supp Figure S1.pdf
- Supp Figure S2.pdf
- Supp Figure S3.pdf
- Supp Figure S4.pdf
- Supp Figure S5.pdf
- Supp Figure S6.pdf
- Supp\_Material.pdf

# Supplementary material for: SR proteins are NXF1 adaptors that link alternative RNA processing to mRNA export
**Source:** Genes Dev. 2016 Mar 1;30(5):553–66. doi: 10.1101/gad.276477.115

**A**

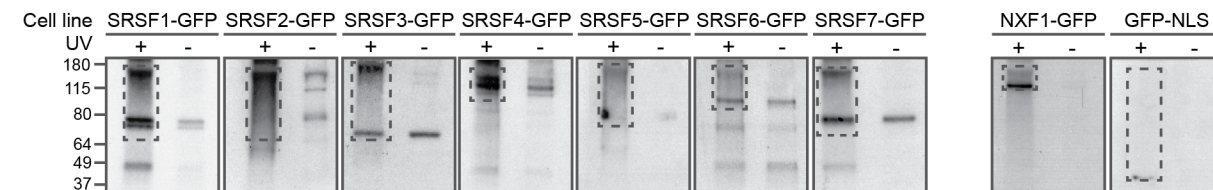

**B**

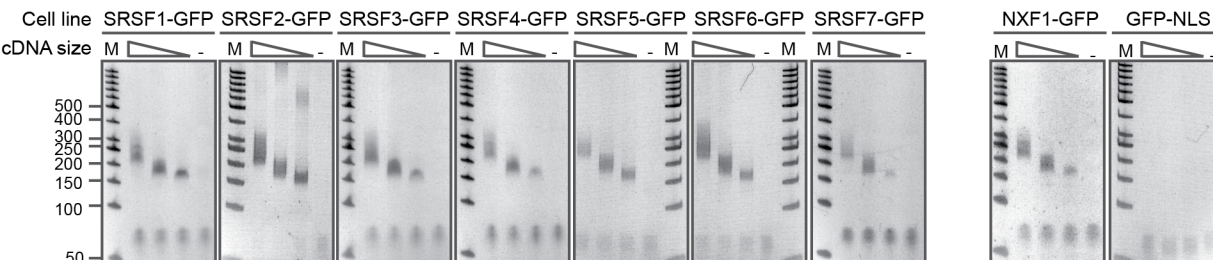

**C**

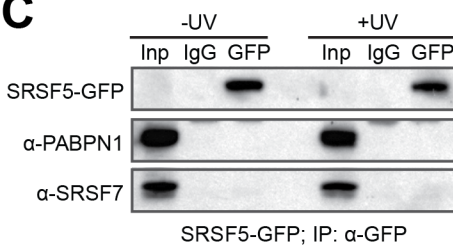

**D**

| Protein | Exons | Genes | PC (%) | Intron-cont. | Intron-less ncRNAs (%) |       |
|---------|-------|-------|--------|--------------|------------------------|-------|
| SRSF1   | 42209 | 8656  | 89.74  | 7632         | 136                    | 10.26 |
| SRSF2   | 51317 | 9178  | 92.31  | 8382         | 90                     | 7.69  |
| SRSF3   | 43613 | 9142  | 92.47  | 8324         | 130                    | 7.53  |
| SRSF4   | 49436 | 8412  | 90.28  | 7458         | 136                    | 9.72  |
| SRSF5   | 42256 | 8915  | 90.56  | 7978         | 95                     | 9.44  |
| SRSF6   | 53939 | 9199  | 91.19  | 8254         | 135                    | 8.81  |
| SRSF7   | 48253 | 8840  | 91.05  | 7906         | 143                    | 8.95  |
| NXF1    | 48253 | 5781  | 85.19  | 4814         | 111                    | 14.81 |

**E**

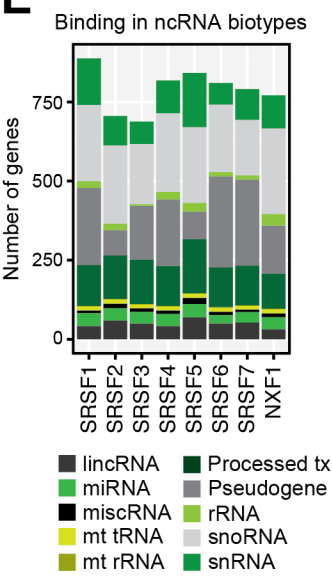

**F**

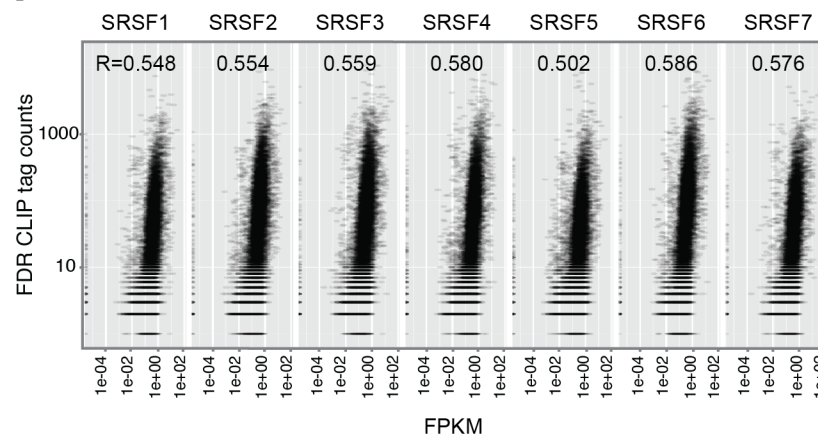

**Supplement:** Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

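RNA-seq of poly(A)+ RNA from P19 cells was used, with 7 knockdowns (SRSF1 to SRSF7) and the GFP esiRNA control, 2 fractions (whole cell and cytoplasm) and 2 replicates (A and B), 32 libraries in all. The labels name CASAVA 1.8.2, cutadapt, TopHat2 2.0.9 and 2.0.10, Bowtie2 2.1.0 and Cufflinks 2.1.1, and the version of cutadapt is not given in the sources used here. The gene tables hold a signal per library that the authors made by scaling estimated reads per gene to a common depth. The exon-bin tables hold a signal of the same kind, reads per bin divided by 1 factor per library with DEXSeq, as deposited by the authors. The authors' FPKM values are given per condition, with both replicates combined, and so are the FPKM values of transcripts. The authors' log2 ratios of transcripts come from Cuffdiff, as control over knockdown, and those of exon bins from DEXSeq, as knockdown over control. The authors' p-values of transcripts are unadjusted Cuffdiff p-values, and those of exon bins are DEXSeq p-values with an adjusted p beside them. The isoform fractions (shares of an isoform, printed as percent) and the Bayes factor, a score, were deposited by the authors from MISO, which they ran on replicates pooled per group. Exon bins carry mm10 coordinates and MISO events mm9 coordinates. No coordinate was converted between builds.

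The gene tables were planned to be tested as counts. Since their values are a scaled signal, the main test was limma 3.58.1 on log2 of the value + 1, with TMM factors, the filterByExpr filter and a variance trend, and edgeR 4.0.16 and DESeq2 1.42.0 were run beside it on recovered reads. In each library the low values sit on multiples of 1 step, and division by that step returned whole numbers, to within 0.1, for between 97.8% and 98.7% of the values up to 20 steps in a gene table, and to within 0.01 for all values of the exon-bin tables. Larger values of the gene tables were not checked in this way. The gene tables sum to between 26934539 and 48585560 reads per library (median 32555798). A gene listed at exactly 0 in a library whose exon bins hold at least 100 reads of it, with a typical value of at least 100 elsewhere, was taken as a failed estimate and left out of the tests of that table. All libraries of a fraction entered the same model, and the relative cytoplasmic level was tested as an interaction over both fractions. In the main model the 2 fractions of the same group and letter were not paired. Genes passed at a Benjamini-Hochberg adjusted p below 0.05. The 2 gene tables were scaled separately, so changes were taken within a table. Levels of the 2 tables were set side by side only for tissue lists, where shares of each library's sum stand beside them, and in the nuclear ratio of each gene, which served for its order among genes. Fixed gene lists (22) were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry beside it. A set of 13 tissue marker lists was written after the libraries had been looked at. R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

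Exon bins with a mean of at least 5 were tested with limma's diffSplice, with weights from the trend of variance on level, at an adjusted p below 0.1, over the 2 knockdown and 2 control libraries. First and last exons are the first and last block of contiguous bins in the direction of transcription. Shares of last exons were tested with 10000 permutations, where the p of the nearer side was doubled, so that the smallest is 2.00e-04. Exon bins were also called by the authors' DEXSeq p adjusted over the same bins, and by edgeR's diffSpliceDGE on recovered reads. MISO events were called at a Bayes factor above 5 and a change of at least 20 points. Lengths of 3′ UTRs were taken from an mm9 transcript annotation by gene ID and compared with 100000 permutations.

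The letters A and B were checked for pairing through the A minus B differences of each group over genes with a mean of at least 100. These differences correlated between every 2 groups, at 0.449 to 0.827 in the cytoplasm and 0.238 to 0.814 in the whole cell (Spearman, 28 pairs of groups), so the letters were taken as pairing the libraries. The pairing comes from this check, since the labels give only the letters. The models without the letter are the main ones, as chosen before the data were examined, and models with the letter as a block are alternatives.

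The gene model was tested on simulated values for SRSF3 with 200 genes changed. In the cytoplasm (17294 genes) it found 45% of 2-fold and 100% of 4-fold changes, and with the block 75% and 100%, with 1 and 12 unchanged genes called. For the relative cytoplasmic level (18776 genes) the shares were 19% and 88%, and with the block 43% and 95%, with 0 and 5 unchanged genes called. The model of exon bins was tested on 200 changed bins of the SRSF4 cytoplasm, of which it found 5% of those with a 2-fold and 80% of those with a 4-fold change. With 2 libraries per group, counts of 0 therefore leave room for many 2-fold changes.

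Genes are named by a rule set at the same time. The rule takes every gene the paper names in these experiments and, among called genes with both knockdown libraries on the same side of both controls and a mean of at least 5 CPM, the largest rises and falls. It takes 10 of each for SRSF3, 5 for SRSF1 and SRSF7 and 3 for the others. Some genes that the rule takes are not reported here. In gene lists it takes up to 4 members with the smallest p. For exon bins and MISO events it takes the genes of the 10 largest changes for SRSF3 and SRSF7 and the 3 largest for the others, at 20 or more reads. Genes with clone names were passed over in places, and other genes are marked as named after the values were seen.

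Alternatives were other tests, filters, thresholds, pseudocounts, sets of libraries and definitions, and each library was left out in turn. In those models the lone library of a group is assumed to vary like the other groups. Columns of the MISO tables with rounded differences, read assignments and transcript ends were not used. The iCLIP, immunoprecipitation, RT-qPCR and 3′ RACE data of the paper were not analysed here.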

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

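The tests of 1 shared source and of differentiation were chosen after the result was seen, and 5 of the 13 tissue lists (pancreas, liver, skeletal muscle, red blood cells, salivary and lacrimal gland) were written after some of their genes had been noticed.

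Transcripts of glands and blood stood above the level of the other libraries in the cytoplasmic A libraries of 7 of the 8 groups, in genes the paper does not discuss. The lowest of these 7 libraries held 1043 scaled reads over 10 salivary and lacrimal gland genes, 574.7 over 17 pancreas genes and 272.9 over 6 red blood cell genes, while the SRSF2 A library held 27.1, 77.4 and 52.9, B libraries at most 16.2, 82.7 and 68.8 and whole-cell libraries at most 32.1, 58.2 and 50.8. Differentiation of the P19 cells is argued against, since the whole-cell A libraries of the same groups held a median of 4.15% of the cytoplasmic sums (3.61% to 5.47%), and 4.96% (3.92% to 6.22%) when each was taken as a share of its library. Whether their absence made genes look lower in the SRSF2 cytoplasm stays open. Without SRSF2 knockdown B 0% of the 201 genes called lower by limma were among the 34 genes at least 5 times higher in A than in B in the other 6 knockdowns, but these 34 had a median log2 of -2.58 there with a lowest unadjusted p of 0.233, so their spread between the letters kept them from passing. One source of other mouse RNA shared by the 7 libraries may account for them and stays open, since the A minus B excess of 109 marker genes had a median Spearman correlation of 0.772 between pairs of libraries (0.677 to 0.853, 21 pairs), between the limits set for and against it.

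The most abundant genes of the 3 lists were *Scgb2b27* (676 to 1147 in the 7 libraries), *Cela2a* (222 to 324) and *Hba-a1* (95.1 to 127). No gene of the 3 lists stood above 26.6 in a whole-cell library, and no gene was in more than 1 list. Lung genes were at 11.5 to 19.9 in the 7 libraries and at most at 2.2 elsewhere, testis genes at 18.4 to 31.2 and at most 7, and liver genes at 568.9 to 763.2 and at most 580.6. The lists of skeletal muscle (1027 to 1870 against at most 1199), brain (1099 to 1545 against 1471), heart (164.8 to 240.2 against 330.4), kidney (27.8 to 46.1 against 97.3), intestine (45.2 to 68.1 against 46), skin (137.4 to 192.8 against 206.3) and lymphocytes (32.2 to 121.3 against 192.2) overlapped with the other libraries. Some genes of overlapping lists still stood apart, as *Alb* of liver (95.1 to 160 against at most 11.8) and *Myh4* of muscle (70.2 to 95.8 against 5.56). So did *Kap* of kidney (11.9 to 22.3 against 0) and *Fabp2* of intestine (12.85 to 30 against 0). Others overlapped, as *Rbp4* of liver (159 to 313 against 394) and *Actn3* of muscle (325 to 1037 against 946). An overlapping sum therefore does not show that RNA of that tissue was absent.

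*Chic1* differed between the fractions in the test of that difference itself, with a cytoplasmic minus whole-cell log2 change of 1.552 after SRSF3 knockdown (limma adjusted p = 0.0378, higher in both replicates), and the call was lost with only the libraries of the comparison (1.56) and when knockdown A, knockdown B, control A or control B was left out of both fractions (1.29 without knockdown A to 1.79 without knockdown B). Replication-dependent histone genes, nearly all outside those the paper discusses, lay above the control in the cytoplasm after SRSF7 knockdown, with a median log2 of 0.956 (40 of 42 higher, camera adjusted p = 2.05e-13, and 0.991 with an estimated correlation), 0.39 without knockdown B, 1.45 without knockdown A and 0.70 to 1.05 with other tools and filters. By limma 3 of the 42 had an unadjusted p below 0.05 and 0 were called, over all genes or over the list alone, and edgeR, DESeq2 and the blocked model called 0. No explanation was tested for *Chic1* or for the histone genes. The paper states that replication-dependent histone mRNAs lack poly(A) tails, and these libraries were made from poly(A)+ RNA. The histone values may therefore not follow the level of histone mRNA.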

How the results depend on the processing

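Chosen after the data were seen were the edgeR tests on recovered reads, diffSpliceDGE, models of exon bins without weights, the pseudocount of 5, genes listed at 0 kept, genes of other tissues left out, the authors' transcript p, the last exon of any transcript in the tables, the block joined to an unadjusted p below 0.01 or to a definition of targets, the decoded order of last exons and other calls for the shares and for opposite last exons. The main limma tests of genes and exon bins replaced planned tests on counts, once the values were found to be a scaled signal.

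With 2 libraries per group, the calls depend on how the spread is estimated. Every gene called without the block was also called with it in the same direction, and with the block 1 gene list call was lost (immediate early genes in the whole cell after SRSF5 knockdown, camera adjusted p = 0.0573). Other list calls were gained, as camera with the block called 26 lists in the cytoplasm, 43 in the whole cell and 7 in the relative level. Without the block these were 20, 30 and 6, and with an estimated correlation there were none in either model. Where a library was left out, the lone library of its group is assumed to vary like the other groups. MISO pooled the replicates, so no spread between cultures enters those counts. The last exon of any transcript of a reference annotation was not run, because the bins and the annotation are on different builds, and targets by the relative level could not be compared in 3′ UTR length, because no gene passed. Of 904 values of the main results under alternatives 538 stayed within their limits, 331 moved, 25 passed a threshold that the main value missed, 6 no longer passed and 4 had the opposite direction. For the named genes 6908 values stayed on the same side of the threshold, 70 passed it newly and 233 no longer passed, and no called gene changed direction. Of the 56 gene list calls 55 remained with the block, and all 56 were lost with an estimated correlation. The shares with the opposite direction were those of last exons among bins more used after SRSF1 knockdown, at an unadjusted p below 0.01 and with the block, and with the last exon of any transcript those among bins more used after SRSF3 and less used after SRSF7 knockdown. The cause was not tested. Below, the value of the main model stands in parentheses.

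With DESeq2 on recovered reads, called genes in the cytoplasm were 259 (8) for SRSF1, 63 (0) for SRSF2, 614 (93) for SRSF3, 5 (0) for SRSF4, 1 (0) for SRSF5, 3 (0) for SRSF6 and 11 (0) for SRSF7. With DESeq2 on recovered reads, called genes in the whole cell were 540 (149) for SRSF1, 220 (4) for SRSF2, 1 (0) for SRSF5 and 52 (3) for SRSF7. With DESeq2 on recovered reads, genes with a lower relative cytoplasmic level were 4 (0) for SRSF1 and 4 (0) for SRSF3. With DESeq2 on recovered reads, genes lower in the cytoplasm alone were 61 (2) for SRSF1, 10 (0) for SRSF2, 49 (2) for SRSF3, 2 (0) for SRSF4 and 3 (0) for SRSF7. With DESeq2 on recovered reads, targeted genes called here and not in the main model had log2 changes of -1.41 (-1.42) for *Srsf4* in the cytoplasm, -1.04 (-1.05) for *Srsf5* in the whole cell and -1.01 (-1.01) for *Srsf7* in the whole cell. With edgeR on recovered reads, called genes in the cytoplasm were 2 (8) for SRSF1. With edgeR on recovered reads, genes lower in the cytoplasm alone were 0 (2) for SRSF1. Without a filter on low values, called genes in the cytoplasm were 4 (8) for SRSF1, 1 (0) for SRSF2, 1 (0) for SRSF4, 1 (0) for SRSF5, 1 (0) for SRSF6 and 1 (0) for SRSF7. Without a filter on low values, called genes in the whole cell were 91 (149) for SRSF1 and 1 (0) for SRSF5. Without a filter on low values, genes with a lower relative cytoplasmic level were 1 (0) for SRSF2, 27 (0) for SRSF3 and 1 (0) for SRSF7. Without a filter on low values, genes lower in the cytoplasm alone were 1 (2) for SRSF1, 1 (0) for SRSF2, 1 (2) for SRSF3, 1 (0) for SRSF4, 1 (0) for SRSF5, 1 (0) for SRSF6 and 1 (0) for SRSF7. When only the libraries of a comparison were fitted, called genes in the cytoplasm were 0 (8) for SRSF1, 0 (93) for SRSF3 and 1 (0) for SRSF4. When only the libraries of a comparison were fitted, called genes in the whole cell were 0 (149) for SRSF1, 2 (4) for SRSF2, 197 (2120) for SRSF3 and 0 (3) for SRSF7. When only the libraries of a comparison were fitted, genes lower in the cytoplasm alone were 0 (2) for SRSF1 and 0 (2) for SRSF3. When only the libraries of a comparison were fitted, the targeted gene no longer called had a log2 change of -0.93 (-0.93) for *Srsf1* in the whole cell. At a pseudocount of 5, called genes in the cytoplasm were 13 (8) for SRSF1 and 1 (0) for SRSF7. At a pseudocount of 5, genes with a lower relative cytoplasmic level were 11 (0) for SRSF3. At a pseudocount of 5, called bins in the cytoplasm were 9 (5) for SRSF5. When genes listed at 0 were kept, called genes in the cytoplasm were 1 (0) for SRSF4. When genes listed at 0 were kept, called genes in the whole cell were 3 (0) for SRSF4, 3 (0) for SRSF6 and 6 (3) for SRSF7. When an unchanged whole-cell level meant a log2 change below 0.3, genes lower in the cytoplasm alone were 1 (2) for SRSF1 and 0 (2) for SRSF3. When it meant an unadjusted whole-cell p of at least 0.05, genes lower in the cytoplasm alone were 1 (2) for SRSF1 and 1 (2) for SRSF3. By the p of the authors' deposited transcript tables, genes lower in the cytoplasm alone were 13 (0) for SRSF2. By the authors' FPKM ratio, at least 1.5-fold lower, genes with a lower relative cytoplasmic level were 2736 (0) for SRSF1, 2950 (0) for SRSF2, 3012 (0) for SRSF3, 2622 (0) for SRSF4, 1963 (0) for SRSF5, 2213 (0) for SRSF6 and 2384 (0) for SRSF7. With the correlation within lists estimated from the data, gene lists called by camera were 0 (20) for cytoplasm, 0 (6) for export and 0 (30) for whole cell. Over genes with a mean of at least 1 CPM, the median correlation of replicates was 0.979 (0.991) for cytoplasm and 0.99 (0.996) for whole cell.

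By limma with the replicate block, called genes in the cytoplasm were 1039 (8) for SRSF1, 324 (0) for SRSF2, 2450 (93) for SRSF3, 2 (0) for SRSF4, 16 (0) for SRSF6 and 13 (0) for SRSF7. Under this model, called genes in the whole cell were 2026 (149) for SRSF1, 1112 (4) for SRSF2, 6152 (2120) for SRSF3, 2 (0) for SRSF4, 1 (0) for SRSF5, 4 (0) for SRSF6 and 202 (3) for SRSF7. In the blocked model, genes with a lower relative cytoplasmic level were 3 (0) for SRSF1 and 24 (0) for SRSF3. By limma with the replicate block, genes lower in the cytoplasm alone were 200 (2) for SRSF1, 61 (0) for SRSF2, 242 (2) for SRSF3, 8 (0) for SRSF6 and 2 (0) for SRSF7. Under this model, targeted genes called here and not in the main model had log2 changes of -1.12 (-1.12) for *Srsf1* in the cytoplasm, -0.78 (-0.78) for *Srsf2* in the whole cell, -0.65 (-0.65) for *Srsf3* in the cytoplasm, -0.59 (-0.59) for *Srsf3* in the whole cell, -1.42 (-1.42) for *Srsf4* in the cytoplasm, -0.80 (-0.80) for *Srsf4* in the whole cell, -1.05 (-1.05) for *Srsf5* in the whole cell, -1.22 (-1.22) for *Srsf6* in the cytoplasm, -1.01 (-1.01) for *Srsf6* in the whole cell and -1.01 (-1.01) for *Srsf7* in the whole cell. In the blocked model, called bins in the cytoplasm were 1419 (272) for SRSF1, 33 (20) for SRSF2, 2754 (758) for SRSF3, 17 (3) for SRSF4, 8 (5) for SRSF5, 123 (10) for SRSF6 and 473 (76) for SRSF7. By limma with the replicate block, called bins in the whole cell were 915 (573) for SRSF1, 302 (199) for SRSF2, 25 (6) for SRSF6 and 258 (131) for SRSF7. Under this model, bins less used in the cytoplasm alone were 722 (92) for SRSF1 and 1520 (429) for SRSF3. In the blocked model, bins more used in the cytoplasm alone were 440 (83) for SRSF1 and 872 (154) for SRSF3. By limma with the replicate block, the percent of last exons among more used bins in the cytoplasm was 20.5 (27.2) for SRSF1. Under this model, genes with a last exon less used after SRSF3 and more used after SRSF7 knockdown were 75 (1). In edgeR with the replicate block, called genes in the cytoplasm were 1006 (8) for SRSF1, 323 (0) for SRSF2, 2496 (93) for SRSF3, 2 (0) for SRSF4, 16 (0) for SRSF6 and 12 (0) for SRSF7. In edgeR with the replicate block, called genes in the whole cell were 1935 (149) for SRSF1, 1020 (4) for SRSF2, 6055 (2120) for SRSF3, 2 (0) for SRSF4, 1 (0) for SRSF5, 6 (0) for SRSF6 and 198 (3) for SRSF7. In edgeR with the replicate block, genes with a lower relative cytoplasmic level were 5 (0) for SRSF1 and 22 (0) for SRSF3. In edgeR with the replicate block, genes lower in the cytoplasm alone were 185 (2) for SRSF1, 45 (0) for SRSF2, 235 (2) for SRSF3, 8 (0) for SRSF6 and 1 (0) for SRSF7. In edgeR with the replicate block, targeted genes called here and not in the main model had log2 changes of -1.16 (-1.12) for *Srsf1* in the cytoplasm, -0.78 (-0.78) for *Srsf2* in the whole cell, -0.64 (-0.65) for *Srsf3* in the cytoplasm, -0.59 (-0.59) for *Srsf3* in the whole cell, -1.43 (-1.42) for *Srsf4* in the cytoplasm, -0.80 (-0.80) for *Srsf4* in the whole cell, -1.05 (-1.05) for *Srsf5* in the whole cell, -1.23 (-1.22) for *Srsf6* in the cytoplasm, -1.01 (-1.01) for *Srsf6* in the whole cell and -1.002 (-1.01) for *Srsf7* in the whole cell. In diffSpliceDGE with the replicate block, called bins in the cytoplasm were 541 (272) for SRSF1, 32 (20) for SRSF2, 1635 (758) for SRSF3, 1 (5) for SRSF5, 59 (10) for SRSF6 and 264 (76) for SRSF7. In diffSpliceDGE with the replicate block, called bins in the whole cell were 10 (6) for SRSF6. With the replicate block and an unadjusted p below 0.01, called bins in the cytoplasm were 4204 (272) for SRSF1, 1128 (20) for SRSF2, 5731 (758) for SRSF3, 993 (3) for SRSF4, 1462 (5) for SRSF5, 1664 (10) for SRSF6 and 2483 (76) for SRSF7. With the replicate block and an unadjusted p below 0.01, called bins in the whole cell were 3081 (573) for SRSF1, 1976 (199) for SRSF2, 2900 (708) for SRSF3, 878 (0) for SRSF4, 555 (0) for SRSF5, 1269 (6) for SRSF6 and 1792 (131) for SRSF7. For genes lower in the cytoplasm alone with the replicate block, genes found in at least 2 knockdowns were 17 (0). For the same genes with the replicate block, the median 3′ UTR length of SRSF3 genes minus SRSF1 genes was -174 (-253).

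At an unadjusted p below 0.01, called bins in the cytoplasm were 1669 (272) for SRSF1, 759 (20) for SRSF2, 2572 (758) for SRSF3, 499 (3) for SRSF4, 472 (5) for SRSF5, 550 (10) for SRSF6 and 959 (76) for SRSF7. At this threshold, called bins in the whole cell were 2230 (573) for SRSF1, 1498 (199) for SRSF2, 2536 (708) for SRSF3, 475 (0) for SRSF4, 463 (0) for SRSF5, 771 (6) for SRSF6 and 1314 (131) for SRSF7. At an unadjusted p below 0.01, bins less used in the cytoplasm alone were 654 (92) for SRSF1 and 1099 (429) for SRSF3. At this threshold, bins more used in the cytoplasm alone were 615 (83) for SRSF1 and 847 (154) for SRSF3. At an unadjusted p below 0.01, the percent of last exons among more used bins in the cytoplasm was 14.7 (27.2) for SRSF1. At this threshold, genes with a last exon less used after SRSF3 and more used after SRSF7 knockdown were 52 (1). At an adjusted p below 0.05, called bins in the whole cell were 121 (199) for SRSF2. At a mean of at least 20, called bins in the cytoplasm were 2 (5) for SRSF5. By the authors' DEXSeq p over the same bins, called bins in the cytoplasm were 541 (272) for SRSF1, 2326 (758) for SRSF3, 13 (3) for SRSF4, 19 (10) for SRSF6 and 115 (76) for SRSF7. By the authors' DEXSeq p over the same bins, called bins in the whole cell were 343 (573) for SRSF1 and 119 (199) for SRSF2. By the authors' DEXSeq p over the same bins, bins less used in the cytoplasm alone were 304 (92) for SRSF1 and 1394 (429) for SRSF3. By the authors' DEXSeq p over the same bins, bins more used in the cytoplasm alone were 148 (83) for SRSF1 and 545 (154) for SRSF3. By the authors' DEXSeq adjusted p below 0.1, the percent of last exons among more used bins in the cytoplasm was 30.9 (27.2) for SRSF1. By the authors' DEXSeq adjusted p below 0.1, genes with a last exon less used after SRSF3 and more used after SRSF7 knockdown were 22 (1). With edgeR's diffSpliceDGE, called bins in the cytoplasm were 60 (272) for SRSF1, 100 (758) for SRSF3, 1 (3) for SRSF4, 0 (5) for SRSF5, 2 (10) for SRSF6 and 23 (76) for SRSF7. With edgeR's diffSpliceDGE, called bins in the whole cell were 456 (708) for SRSF3, 2 (6) for SRSF6 and 67 (131) for SRSF7. Without weights from the variance trend, called bins in the cytoplasm were 833 (272) for SRSF1, 204 (20) for SRSF2, 199 (3) for SRSF4, 140 (5) for SRSF5, 225 (10) for SRSF6 and 439 (76) for SRSF7. Without weights from the variance trend, called bins in the whole cell were 1850 (573) for SRSF1, 1281 (199) for SRSF2, 1905 (708) for SRSF3, 333 (0) for SRSF4, 306 (0) for SRSF5, 573 (6) for SRSF6 and 1070 (131) for SRSF7. When the last exon of any transcript counted, the percent of last exons among less used bins in the cytoplasm was 58.6 (3.4) for SRSF7. When the last exon of any transcript counted, the percent of last exons among more used bins in the cytoplasm was 70.6 (27.2) for SRSF1 and 48.3 (13.3) for SRSF3. Counting each gene once, the percent of last exons among more used bins in the cytoplasm was 16.5 (13.3) for SRSF3.

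At a Bayes factor above 10, alternative last exon events were 28 (55) for SRSF4, 27 (47) for SRSF5 and 28 (45) for SRSF6. At a Bayes factor above 10, tandem 3′ UTR events were 11 (20) for SRSF2. At a Bayes factor above 20, alternative last exon events were 76 (116) for SRSF1, 51 (87) for SRSF2, 18 (55) for SRSF4, 17 (47) for SRSF5, 24 (45) for SRSF6 and 29 (54) for SRSF7. At a Bayes factor above 20, tandem 3′ UTR events were 9 (18) for SRSF1, 11 (20) for SRSF2, 6 (11) for SRSF4, 6 (11) for SRSF5, 2 (4) for SRSF6 and 6 (12) for SRSF7. At a change of at least 10 points, alternative last exon events were 301 (116) for SRSF1, 225 (87) for SRSF2, 336 (125) for SRSF3, 110 (55) for SRSF4, 103 (47) for SRSF5, 124 (45) for SRSF6 and 141 (54) for SRSF7. At a change of at least 10 points, tandem 3′ UTR events were 52 (18) for SRSF1, 55 (20) for SRSF2, 162 (51) for SRSF3, 29 (11) for SRSF4, 22 (11) for SRSF5, 28 (4) for SRSF6 and 55 (12) for SRSF7. At a change of at least 10 points, the percent of tandem 3′ UTR events that shorten was 9.1 (33.3) for SRSF7. With at least 20 informative reads, alternative last exon events were 30 (47) for SRSF5 and 26 (45) for SRSF6. In the whole-cell tables, alternative last exon events were 36 (87) for SRSF2, 78 (125) for SRSF3, 19 (55) for SRSF4, 16 (47) for SRSF5 and 35 (54) for SRSF7. In the whole-cell tables, tandem 3′ UTR events were 4 (18) for SRSF1, 3 (20) for SRSF2, 25 (51) for SRSF3, 2 (11) for SRSF4 and 3 (11) for SRSF5. In the whole-cell tables, the percent of tandem 3′ UTR events that shorten was 0 (33.3) for SRSF7.

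Leaving out each library in turn, called genes in the cytoplasm were 0 in every case for SRSF1, 0 to 211 (knockdown B) for SRSF2, 3 (control B) to 128 (knockdown B) for SRSF3, 0 to 1 (knockdown B) for SRSF5 and 0 to 1 (control B) for SRSF7. Over these models, called genes in the whole cell were 0 (control A, control B and knockdown A) to 121 (knockdown B) for SRSF1, 1 (control A, control B and knockdown A) to 9 (knockdown B) for SRSF2, 98 (knockdown A) to 3486 (knockdown B) for SRSF3, 0 to 1 (knockdown B) for SRSF4 and 0 (control A and knockdown A) to 2 (control B) for SRSF7. Without any of the 4 libraries, genes with a lower relative cytoplasmic level were 0 to 85 (knockdown B) for SRSF2, 0 to 1 (knockdown A) for SRSF3 and 0 to 1 (knockdown B) for SRSF5. Among the same models, genes lower in the cytoplasm alone were 0 in every case for SRSF1, 0 to 194 (knockdown B) for SRSF2, 0 (control A and control B) to 5 (knockdown B) for SRSF3 and 0 to 1 (knockdown B) for SRSF5. In these models, the log2 change of the targeted gene was -1.03 (knockdown B) to -0.84 (knockdown A) for *Srsf1* in the whole cell. Across them, called bins in the cytoplasm were 31 (control A) to 521 (knockdown B) for SRSF1, 1 (control A) to 3138 (knockdown B) for SRSF2, 147 (control A) to 1153 (knockdown B) for SRSF3, 0 (control A, control B and knockdown A) to 16 (knockdown B) for SRSF4, 0 (knockdown A) to 5 (knockdown B) for SRSF5, 0 (control A, control B and knockdown A) to 27 (knockdown B) for SRSF6 and 3 (knockdown A) to 52 (knockdown B) for SRSF7. In turn, called bins in the whole cell were 106 (knockdown A) to 386 (knockdown B) for SRSF1, 16 (control B) to 200 (knockdown B) for SRSF2, 125 (control B) to 1256 (knockdown B) for SRSF3, 0 to 3 (knockdown B) for SRSF4, 0 to 12 (knockdown B) for SRSF5, 0 (knockdown A) to 18 (control A) for SRSF6 and 5 (knockdown A) to 106 (knockdown B) for SRSF7.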

Differences from the paper's values

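For genes with opposite last exons the replicate block, an unadjusted p below 0.01 and the authors' DEXSeq adjusted p were chosen after the values were seen, as were the block and the authors' adjusted p for shares of last exons. A count or share is said to differ here when it is more than 1.5-fold above or below the paper's value. This rule is not a statistical test.

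For genes with a lower relative cytoplasmic level at an adjusted p below 0.05 the main count was 0 in every knockdown (limma, with 203, 219, 235, 130, 54, 57 and 122 lower genes at an unadjusted p below 0.05 for SRSF1 to SRSF7, and 0 by edgeR). The paper's values are about 230 for SRSF1, about 150 for SRSF2, about 110 for SRSF4, about 86 for SRSF5, about 74 for SRSF6 and about 110 for SRSF7 in Fig. 1B, read by eye. The paper's text gives 433 for SRSF3 and 1189 in all, against 0 and 0 here. It gives about 100 transcripts each for SRSF2, SRSF4, SRSF5 and SRSF6, against a median of 0 genes here. The paper quantified changes at transcript level, while the counts here are of whole genes. A loss of 1 isoform can go unseen in the level of its gene. For its own counts the paper names Cuffdiff, and its text and legends state no threshold. Its supplementary methods were not used here, so the thresholds here are not known to be the paper's. Every alternative set before the data were examined differs too. DESeq2 gave 4 for SRSF1 and SRSF3 (8 in all), the replicate block 3 and 24 (27 in all), no filter on low values 1 for SRSF2, 27 for SRSF3 and 1 for SRSF7 (29 in all), and the models of only the libraries of a comparison 0. Leaving out knockdown B gave 85 for SRSF2 and 1 for SRSF5 (86 in all), and leaving out knockdown A gave 1 for SRSF3. The authors' FPKM ratio alone, at least 1.5-fold lower, gave 2736, 2950, 3012, 2622, 1963, 2213 and 2384 for SRSF1 to SRSF7 (17880 in all, and a median of 2418 for the 4 proteins). Definitions on the authors' transcript tables, which joined the unadjusted Cuffdiff p with fold changes or an FPKM limit, were tried after the values were seen, and none gave the paper's values for all 7 knockdowns. Among the transcripts used here, genes lower in the cytoplasm at an unadjusted Cuffdiff p below 0.05, but not in the whole cell, numbered 146, 129, 122, 148, 62, 60 and 63 for SRSF1 to SRSF7. These counts are within 1.5-fold of the paper's values for SRSF2, SRSF4, SRSF5 and SRSF6 and below them for SRSF1, SRSF3 and SRSF7.

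Less used exon bins in the cytoplasm after SRSF3 knockdown numbered 555 at an adjusted p below 0.1, and the paper's value is 1988. Of the alternatives set before the data were examined an unadjusted p below 0.01 (1520), the replicate block (1745) and the authors' DEXSeq p over the bins kept (1685) do not differ from it, while an adjusted p below 0.05 (425), a log2 change of at least 0.5 (550), a mean of at least 20 (456) and leaving out 1 library (102 to 690) do. For those in the cytoplasm alone the count was 429 and the paper's value is 1436, and the authors' p (1394), the block (1520) and an unadjusted p below 0.01 (1099) do not differ. After SRSF1 knockdown 136 bins were less used and the paper's value is 876. There an unadjusted p below 0.01 (830) and the block (829) do not differ, while the authors' p (336), an adjusted p below 0.05 (93), a log2 change of at least 0.5 (135), a mean of at least 20 (120) and leaving out 1 library (17 to 243) do. In the cytoplasm alone SRSF1 had 92 and the paper's value is 732, where the block (722) and an unadjusted p below 0.01 (654) do not differ and the authors' p (304) does. The paper gives an adjusted p below 0.1 in its text and an unadjusted p below 0.01 in the legend of Fig. 6.

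Last exons made up 48.9% of the bins more used after SRSF7 knockdown in the cytoplasm, and the paper's value is 74%. Genes with at least 3 blocks of bins (50%), 1 count per gene (52.3%) and an unadjusted p below 0.01 (49.8%), all set before the data were examined, do not differ from it by more than 1.5-fold. Chosen after seeing the values, the authors' DEXSeq adjusted p below 0.1 gave 71.4% (60 of 84) and the replicate block 67.7%, both within 1.5-fold too, and how many of the paper's own bins each drops was not counted. For SRSF3 76.4% of less used bins were last exons.

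Genes with a last exon less used after SRSF3 and more used after SRSF7 knockdown numbered 1, and the paper's value is 32. An adjusted p below 0.05 (1) and the whole-cell libraries (1), set before the data were examined, differ as well. Chosen after seeing the values, the authors' DEXSeq adjusted p below 0.1 gave 22, within 1.5-fold of the paper's value, an unadjusted p below 0.01 gave 52 and the replicate block 75, both above it. The paper's text does not list its 32 genes, so how many of them each setting drops was not counted.

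Tandem 3′ UTR events at a Bayes factor above 5 and a change of at least 20 points, the limits of the legend, that shorten after SRSF3 knockdown numbered 48, and the paper's value is about 200 in Fig. 7A, read by eye. A change of at least 10 points (153), set before the data were examined, does not differ from it, while a Bayes factor above 10 (46) or 20 (43), at least 20 informative reads (48) and the whole-cell tables (22) do. Events that lengthen after SRSF3 knockdown numbered 3 and the paper's value is about 15 in Fig. 7A, read by eye, and all 5 alternatives differ (2, 2, 9, 3 and 3 for a Bayes factor above 10, above 20, a change of at least 10 points, informative reads and whole-cell tables). Those that shorten after SRSF7 knockdown numbered 4 and the paper's value is about 10 in Fig. 7A, read by eye, and all 5 differ (2, 1, 5, 4 and 0). Those that lengthen after SRSF7 knockdown numbered 8 and the paper's value is about 95 in Fig. 7A, read by eye, and all 5 differ (7, 5, 50, 8 and 8).

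The paper reports candidate export targets for every SR protein, with *Aup1*, *Slc2a6* and other named mRNAs among those of SRSF3. No such gene was called here, with a relative log2 change after SRSF3 knockdown of -0.61 for *Aup1* and -0.63 for *Slc2a6*, both in the paper's direction, and the cytoplasmic fall of both was called with the replicate block (-0.93 and -1.38). The paper also proposes that SRSF3 and SRSF7 can act against each other on the same transcripts. Called shorter after SRSF3 and longer after SRSF7 knockdown were 0 of 1173 tandem events and 1 of 7686 alternative last exon events, beside the last exons of *Ankfy1*. The paper proposes that a 3′ UTR shortened after SRSF3 knockdown can lower the export of that isoform. Here the 151 genes with a tandem 3′ UTR that shortened by at least 10 points had a relative cytoplasmic level 0.09 above that of 931 others, below the 0.1 set for this test and measured over all isoforms of a gene, so a difference from the paper was not shown. The paper's Fig. 7G orders the 3′ UTR lengths of targets from SRSF7, the longest, to SRSF3, the shortest. Here no gene passed in the main model, and with the block 3 passed for SRSF1 and 24 for SRSF3. Genes at an unadjusted p below 0.05 in the main model had medians of 1236 (SRSF7), 964 (SRSF1) and 712 bases (SRSF3). They were fewer than chance gives in that model, which does not use the letter. By these medians SRSF1 and SRSF7 genes were not separated (permutation p = 0.0916), but by the longest annotated 3′ UTR they were (permutation p = 0.0186). SRSF3 genes were not separated from the other tested genes by either length (permutation p = 0.248 and permutation p = 0.102). SRSF3 genes lower in the cytoplasm alone with the block were shorter than the other tested genes (by -285 bases, permutation p = 0.0011). The order was not separated from transcript length, so agreement with the paper was not shown.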

Other observations

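The tests of nuclear RNA amounts and of whole-cell changes as a bound on cytoplasmic coverage were chosen after the results were seen, as were the edgeR counts and the choice of genes from the blocked calls, while the other tests were set before their results.

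Fixed gene lists moved by camera at a preset correlation and by no other test used for their direction. Over 154 tests in each comparison, camera at a preset correlation called 20 in the cytoplasm, 30 in the whole cell and 6 in the relative level, and 0 with an estimated correlation (lowest adjusted p = 0.991, 0.975 and 0.976). fry, which takes the correlation from the libraries, called 0 with a direction in all 3 comparisons, with and without the replicate block. Integrated stress response genes fell after SRSF3 knockdown, by a median log2 of -0.37 in the whole cell (20 of 22 lower, camera adjusted p = 0.00735, and 0.975 with an estimated correlation, with a median of -0.21 without knockdown A and -0.60 without knockdown B), with *Psph* (-0.54), *Slc3a2* (-0.47) and *Mthfd2* (-0.42) called over all genes and over the list alone. Chaperone genes of the endoplasmic reticulum rose instead, by 0.42 in the same libraries (17 of 19, camera adjusted p = 0.00975, and 0.975, with 0.22 without knockdown A and 0.65 without knockdown B), with *Edem1* (0.52) called, and by 0.23 to 0.30 in the cytoplasm after SRSF1, SRSF2, SRSF3, SRSF4 and SRSF6 knockdown, where without 1 library the lowest was 0.08 (SRSF6, without knockdown A) and the highest 0.49 (SRSF1 and SRSF3, without control A). After SRSF1 knockdown 3 chaperone genes passed over the list alone, *Calr* (0.67), *Pdia4* (0.49) and *Xbp1* (0.75), and 0 over all genes by limma, with 8 at an unadjusted p below 0.05, 2 by DESeq2, 4 with the block and 0 by edgeR. Mitochondrial mRNAs rose after SRSF3 knockdown, by 0.72 in the whole cell (9 of 9, camera adjusted p = 0.00167, and 0.975, with 0.44 without knockdown A), with *mt-Nd4* (0.83) and *mt-Nd6* (0.91) called over all genes and 8 over the list alone, and by 0.66 in the cytoplasm, where the median was -0.05 without knockdown A and 1.40 without knockdown B. Cholesterol synthesis genes rose by 0.32 in the whole cell after SRSF3 knockdown (18 of 24, camera adjusted p = 0.0217, and 0.975), with *Insig1* (1.21) called and 0 over the list alone by limma, where 9 had an unadjusted p below 0.05, DESeq2 called 4, edgeR 1 and the blocked model 12.

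Ribosomal protein genes were lower in the cytoplasm after SRSF6 knockdown by a median log2 of -0.24 (58 of 59, camera adjusted p = 5.08e-07, and 0.991 with an estimated correlation) and after SRSF3 knockdown by -0.21 (56 of 59), and without knockdown A these medians were -0.07 in both, and without knockdown B -0.38 and -0.37. Glycolysis genes were higher after SRSF5 knockdown by 0.30 in the cytoplasm (20 of 22, camera adjusted p = 1.79e-06, and 0.991) and by 0.32 in the whole cell (20 of 23, 1.11e-06, and 0.975). These medians ranged from 0.18 (without control A) to 0.52 (without control B) in the cytoplasm and from 0.16 (without knockdown A) to 0.58 (without knockdown B) in the whole cell. Histone genes were also higher after SRSF5 knockdown in the cytoplasm (0.61, 38 of 42, camera adjusted p = 4.30e-13, and 0.991, with 0.38 without control A and 1.03 without knockdown B), and p53 targets lower after SRSF4 knockdown in the whole cell (-0.17, 20 of 24, 0.00764, and 0.975, with -0.01 without knockdown A and -0.35 without knockdown B). G2/M genes rose by 0.17 in the whole cell after SRSF1 knockdown (18 of 22, camera adjusted p = 0.00975, and 0.975, with 0.11 without knockdown A), hnRNP and spliceosome genes by 0.17 (32 of 48, 0.00647, and 0.991, with 0.03 without knockdown A and 0.38 without knockdown B) and immediate early genes by 0.26 (19 of 24, 0.0151, and 0.991, with 0.16 without control A and 0.43 without control B) in the cytoplasm after SRSF2 knockdown, and mesoderm and endoderm genes by 0.42 in the cytoplasm after SRSF7 knockdown (22 of 29, 0.0194, and 0.991), where the median was -0.09 without control A and 0.99 without control B. Nuclear-retained RNAs had a higher relative level after SRSF3 knockdown (0.39, 10 of 10, camera adjusted p = 0.0414, and 0.976), with a median of 0.01 without knockdown A and 1.11 without knockdown B. Other calls that changed sign without 1 library were ribosomal proteins in the relative level after SRSF6 (-0.16, and 0.03 without knockdown A) and SRSF7 knockdown (0.13, and -0.01 without knockdown B) and in the whole cell after SRSF7 knockdown (-0.06, and 0.01 without control B). In the whole cell the same held for cholesterol synthesis (0.19, and -0.09) and hnRNPs (0.09, and -0.08) after SRSF5 and hnRNPs (0.08, and -0.05) after SRSF4 knockdown, each without knockdown A, and for immediate early genes after SRSF5 knockdown (0.14, and -0.02 without control A). No sign changed with another tool, filter or pseudocount. The histone values here carry the same limit of poly(A)+ libraries as given above. No call was made for SR proteins and relatives, G1/S and replication, cleavage and polyadenylation, fibroblast and stromal, interferon response, mRNA export factor, neural and ectoderm, nonsense-mediated decay and pluripotency genes, where the lowest adjusted p by camera was 0.0682.

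With the replicate block, 106 genes had a higher and 24 a lower cytoplasmic level relative to the whole cell after SRSF3 knockdown, where the main model called *Chic1* alone and DESeq2 called 12 and 4. Among the higher ones, picked after the values were seen, were *Dcp2* (log2 1.32, limma adjusted p = 8.32e-04), *Ago2* (1.46, 0.00155), *Xrn1* (1.68, 0.0182), *Tnrc6b* (1.24, 0.0235), *Hipk1* (1.23, 9.07e-04), *Atf2* (1.63, 9.07e-04) and *Wdfy2* (1.84, 0.00224). In cytoplasmic reads *Dcp2* stood at 957 ± 276 against 404 ± 37 in the control and *Wdfy2* at 520 ± 49.9 against 76.8 ± 8.23. Lower were *Pygm* (-1.98, 0.00257) and *Man2c1* (-1.02, 0.00417), the latter at 862 ± 197 against 1297 ± 116. Genes with a less used last exon, *Pank3* (1.41, 0.00523) and *Mob1b* (1.62, 0.00156), were higher too. mRNAs with a shortened 3′ UTR may therefore be better represented in the cytoplasm. Over 151 genes with a tandem 3′ UTR that shortened by at least 10 points after SRSF3 knockdown and 931 others, the relative level was higher by 0.09 within 5 classes of the nuclear ratio (medians 0.14 and 0.00, permutation p = 2.00e-04), below the 0.1 set for this test. In the cytoplasm the difference was 0.16 (permutation p = 1e-04, the smallest this test can give) and in the whole cell 0.06 (p = 0.128), so this stays open.

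The relative cytoplasmic changes followed the nuclear to cytoplasmic ratio of each gene, with Spearman correlations from -0.71 (SRSF4) to 0.76 (SRSF6) over 11333 genes. Transcript length is argued against as the reason in SRSF4, SRSF6 and SRSF7, since at least 91.4% of these correlations remained within 5 classes of length, and for SRSF3 79.9% remained. Different amounts of nuclear RNA in the cytoplasmic fractions could give this pattern and stay open, since the cytoplasmic change of nuclear-retained RNAs had the sign of the correlation in 5 of 7 knockdowns, with 6 needed. Within groups the cytoplasmic A minus B differences followed the same ratio at 0.116 (SRSF4) to 0.691 (SRSF1), and at 0.642 in the control. *Malat1* was 2.28 to 7.21 times higher in A than in B. *Firre* (1.51 to 2.63), *Miat* (1.65 to 5.58) and *Meg3* (1.13 to 1.96) were higher in A in every group too. *Neat1* was lower in A for SRSF2 (0.863), SRSF6 (0.899) and SRSF7 (0.767), and *Tug1*, *Rian* and *Mirg* in some groups. A change in export after knockdown was not separated from this, because each knockdown has its own fractionation.

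Last exons were less used after SRSF3 and more used after SRSF7 knockdown in the cytoplasm. More reads in last exons are argued against as the reason for SRSF3, since last exons made up 3.318 times their share in bins matched in reads (76.4% against 23.0%). This test was set for SRSF3 alone, and the value for SRSF7 was 2.98 (48.9% against 16.4%). Uneven coverage of the cytoplasmic libraries is argued against as the whole of the change, since the same last exons moved in the whole cell by a median log2 of -0.474 (bootstrap -0.505 to -0.434, 94.3% of 422 lower) for SRSF3 and by 0.864 (0.558 to 1.06, 23 of 23 higher) for SRSF7. Part of the SRSF3 change is in line with uneven coverage along all transcripts, because last exons that were not called moved by a median of -0.119 in its cytoplasm. For SRSF7 that median was 0.072, between the limits of 0.05 and 0.1, and stays open.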
